# EpCAM Knockdown Alters MicroRNA Expression in Retinoblastoma- Functional Implication of EpCAM Regulated MiRNA in Tumor Progression

**DOI:** 10.1371/journal.pone.0114800

**Published:** 2014-12-12

**Authors:** Madhu Beta, Vikas Khetan, Nivedita Chatterjee, Ganesan Suganeswari, Pukhraj Rishi, Jyotirmay Biswas, Subramanian Krishnakumar

## Abstract

The co-ordinated regulation of oncogenes along with miRNAs play crucial role in carcinogenesis. In retinoblastoma (RB), several miRNAs are known to be differentially expressed. Epithelial cell adhesion molecule (EpCAM) gene is involved in many epithelial cancers including, retinoblastoma (RB) tumorigenesis. EpCAM silencing effectively reduces the oncogenic miR-17-92 cluster. In order to investigate whether EpCAM has wider effect as an inducer or silencer of miRNAs, we performed a global microRNA expression profile in EpCAM siRNA knockdown Y79 cells. MicroRNA profiling in EpCAM silenced Y79 cells showed seventy-three significantly up regulated and thirty-six down regulated miRNAs. A subset of these miRNAs was also validated in tumors. Functional studies on Y79 and WERI-Rb-1 cells transfected with antagomirs against two miRNAs of miR-181c and miR-130b showed striking changes in tumor cell properties in RB cells. Treatment with anti-miR-181c and miR-130b showed significant decrease in cell viability and cell invasion. Increase in caspase-3 level was noticed in antagomir transfected cell lines indicating the induction of apoptosis. Possible genes altered by EpCAM influenced microRNAs were predicted by bioinformatic tools. Many of these belong to pathways implicated in cancer. The study shows significant influence of EpCAM on global microRNA expression. EpCAM regulated miR-181c and miR-130b may play significant roles in RB progression. EpCAM based targeted therapies may reduce carcinogenesis through several miRNAs and target genes.

## Introduction

Retinoblastoma (RB) is an aggressive eye cancer of infancy and childhood. Several over expressed genes have been reported in retinoblastoma (RB) [1]–[3]. Epithelial cell adhesion molecule (EpCAM) is a type I transmembrane glycoprotein over expressed in RB [3]. Several epithelial cancers show up regulation of this protein and it has been considered as a potential molecule for targeted therapy [4]–[7]. The functional significance of EpCAM gene was earlier reported by gene knockdown studies. The study suggested deregulated pathways through differential gene expression profiles on EpCAM silencing [8].

MicroRNAs (miRNAs) are non-coding single stranded small RNA molecules; typically 18–23 nucleotides in length. MicroRNAs are important biological regulators of genes. They prevent the increase in target mRNA levels in cells to maintain the cell metabolism. MicroRNAs control key cellular processes like proliferation, differentiation and apoptosis. The aberrant expression of miRNAs have been identified in various pathologies such as neurodegeneration [9], cardiovascular [10], pulmonary [11], and various cancers [12]. Silencing of EpCAM gene by RNA interference significantly altered the expression of oncogenic microRNA 17–92 cluster [13]. Over expression of miR-17-92 cluster was reported in RB tumours and importance of these miRNAs in RB tumorigenesis was studied through antagomir transfection in Y79 RB cells by our group [13]. Similar to RB, the potential oncogenic nature and over expression of the polycistronic miR-17-92 cluster was reported in other cancers [14], [15]. The tumor suppressor role of miR-34a [16], miR-22 [17], miR-449a/b [18] have also been implicated in RB. In this study we investigated the global microRNA expression affected by EpCAM gene in RB.

We report here that EpCAM silencing resulted in up regulation of 15 miRNA families and down regulates the expression of 25 miRNA families in RB. In addition, miR-181c and miR-130b were thoroughly studied in RB cell lines, on knockdown of EpCAM. Antagomirs against these families lead to decrease in the invasive phenotype and increase in apoptosis. In conclusion, miRNAs regulated by EpCAM have shown to have a potential role in RB progression. Targeting EpCAM regulated miRNAs can aid in formulating therapies against RB.

## Materials

### Cell lines

Y79 and WERI-Rb-1 cell lines were purchased from RIKEN cell bank, Japan.

### Cell culture materials

RPMI-1640 medium (Invitrogen, India), Fetal bovine serum (Sigma, India), Antibiotics and antimycotic solution-100× (HiMedia, India), Lipofectamine-2000 transfection reagent (Invitrogen, India), Poly-L-Lysine (PLL, Sigma, India), MTT [(3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyl tetrazolium bromide] (Sigma, India), Human EpCAM siRNA (Hs_TACSTD1_10; catalogue number SI04343416; Forward strand: GGA ACU CAA UGC AUA ACU ATT and the reverse strand: UAG UUA UGC AUU GAG UUC CCT) and scrambled siRNA (1022563, Qiagen, India), antagomirs: miR-181c (426854-00; miRCURY LNA Power Inhibitor, EXIQON, Denmark) and miR-130b (426777-00; miRCURY LNA Power Inhibitor, EXIQON, Denmark).

### RNA extraction and PCR components

Trizol reagent (Invitrogen, India), miRNA oligos (Eurofins MWG Operon, Bangalore, India), SYBR Green small RNA assay kit (MIR Q-100; Invitrogen, India), NCode First Strand cDNA Synthesis Kit (Invitrogen, India).

### Western blot reagents

EpCAM antibody (C-10, Santa Cruz, India), β-actin antibody (Sigma Aldrich, Bangalore, India), SuperSignal West Femto Substrate (Thermo Scientific, India)

### Assay kits

Caspase-3 assay (Roche Diagnostics, India), BioCoat Matrigel invasion assay kit (354481; Becton Dickinson Biosciences, India).

### Instruments

Spectramax-M4 micro plate reader (Molecular Devices, CA, US), Bioanalyzer (2100; Agilent, Palo Alto, CA).

## Methods

### Tissue samples

RB tumors were collected from children diagnosed with RB. Informed written consent was obtained by Medical Research Foundation, Sankara Nethralaya from the parents/guardians of RB patients for the use of tumor samples from enucleated eyeballs. Three adult non-neoplastic retinas were taken from donor cadaveric eyes received at our CU Shah Eye Bank. This project was reviewed and approved by the ethics committee of Vision Research Foundation Institutional Review Board. The committee agreed and confirmed that the study was acceptable and under the general principles of research and in accordance with the Helsinki Declaration (Project Ethics code: 146-C-2009-P).

### Cell culture

RB cell lines, Y79 and WERI-Rb-1 were cultured in RPMI-1640 media containing 10% FBS and 1X-antibiotic and antimycotic solution. Cells were cultured in flasks at 37°C and 5% CO2.

### EpCAM siRNA transfection

Gene silencing of EpCAM expression was performed as described previously using sequence specific siRNA and transfection reagents [13]. Prior to transfection, six well plates were coated with Poly-L-lysine (PLL) to make the RB suspension cells adhere to the bottom of each plate. Briefly, 2×105 cells/well were plated onto PLL coated six well plates. Complete serum rich RPMI-1640 media was added and cells were allowed to grow for 24–72 hr (until they were 40%–60% confluent). siRNA transfection was carried out as earlier described [13].

### RNA extraction from tissues and EpCAM siRNA treated RB cells

Total RNA was extracted from the siRNA treated, untreated RB cells, RB tumor samples (100–300 mg tissue) and non-neoplastic retina (control), using Trizol reagent according to manufacturer's instruction. Each pellet was air dried and dissolved in RNase free water and stored at −80°C until further use. RNA concentration and purity was checked by UV Spectrophotometry.

### MicroRNA expression profiling using microarray

Microarrays were performed in triplicates for Y79 cell line. The cell line RNA was extracted from treated and untreated cells, followed by a quality check using Bioanalyzer. Hybridization was performed for the biological triplicates. The microarray was then carried out as described previously [19].

### Relative microRNA quantification by real-time quantitative and reverse transcriptase PCR

The detection and quantification of mature miRNA was achieved using real-time PCR. The expression level of miRNAs were quantified in triplicates by qRT-PCR using the human SYBR Green small RNA assay kit. The reverse transcription reaction for miRNA-specific cDNA synthesis was carried out with The NCode First Strand cDNA Synthesis Kit. Quantification was carried out using the manufacturer's protocol starting with 10 ng of the total RNA sample. U6b small RNA was used as a control for normalization. The PCR products were detected with an ABI PRISM 7500 sequence detection system and analysed with the ABI PRISM 7500 SDS software version 2.0.1. The cycle threshold value (C_t_) was determined for each miRNA, and the relative amount of each miRNA to U6b small RNA was calculated using the equation – 2^−ΔΔC^_t_, where ΔC_t_ =  (C_t_ test miRNA – C_t_ control miRNA).

### Antagomir transfection in Y79 and WERI-Rb-1 Retinoblastoma cells

Briefly, 6×10^5^ cells/well were seeded in 6 well plates. Cells were allowed to grow until 50–60% confluent in antibiotic free medium. Antagomirs, miR-181c and miR-130b were transfected and incubated for 24 hr. Antagomirs were prepared at a final concentration of 100 pmol using RNA dilution buffer.

### Cell viability assay

MTT assay was performed on antagomir transfected Y79 and WERI-Rb-1 cells. 5×10^3^ cells were seeded in each well of a 96 well plate. Antagomirs of miR-130b and miR-181c were transfected with opti-MEM media with 20 pmol of miRNA. Opti-MEM media was replaced after 4 hrs of incubation with complete RPMI-1640 media. Readings were taken at 560 nm absorbance.

### Flouorometric caspase-3 assay

Apoptosis marker caspase-3 level was measured in antagomir (miR-130b, miR-181c) treated cells by fluorometric caspase-3 assay. Briefly, 2×10^6^ cells were taken and washed with ice cold PBS. Cells were centrifuged at 300×*g* for 5 min. The cells were resuspended in RIPA (Radio immune precipitation assay; 10 mM Tris-Cl (pH 8.0), 1 mM EDTA, 0.1% SDS, 140 mM NaCl and 1 mM PMSF) lysis buffer followed by centrifugation at 12000×*g*. The supernatant was transferred to a 96 well plate pre-coated with antibodies followed by 1 hr of incubation at 37°C. The solution was removed and washed using a wash buffer. Substrate was added and incubated for 2 hrs at room temperature (RT). Fluorescence reading was taken at λ_max_ ex = 420 nm and λ_max_ em = 480 nm using micro plate reader.

### Matrigel invasion assay

The cell invasion assay was conducted with BioCoat Matrigel. The matrigel chambers were incubated at 37°C for 2 hrs. Briefly, 2×10^5^ cells per well in 1 ml of serum free medium (Opti-MEM) were seeded into pre-coated matrigel chambers. As chemo-attractant, 1 ml of complete medium was added to the bottom of each well. To the seeded cells, a prepared complex of 10 µl Lipofectamine-2000 and 100 pmol antagomir was added and incubated for 12 hrs. Serum free media was then replaced with complete serum media. After 48 hrs of transfection, matrigel was swabbed with pre wetted cotton. The lower surface of the chamber was fixed with 0.5 ml of methanol for 2 min. Fixed cells were stained using Crystal Violet and finally rinsed with water and air dried. Several fields of invaded cells were counted under inverted microscope in triplicate experiments. The percentage of invasion was calculated according to the following formulae. 
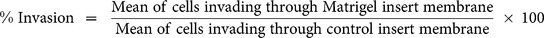

### Western blot analysis

Y79, WERI-Rb-1 and MCF-7 cells were lysed in mammalian cell lysis buffer using a sonicator (22.5 KHz, 3×15 sec) on ice for 15 min. 100 µg of protein was electrophoresed with 12% sodium dodecyl sulfate-polyacrylamide gel and blotted onto nitrocellulose membrane. Membranes were blocked in 5% BSA and then incubated separately with 1∶500 diluted mouse monoclonal primary antibody against EpCAM overnight at 4°C. β-actin was used as a loading control (1∶5000). After washing, the membranes were incubated with horseradish peroxidase-conjugated anti-mouse IgG antibody (1∶2000) for 1 hr at RT. The bands were developed using luminol reagent and images captured in a Chemidoc system.

### Bioinformatics prediction of target genes for miRNA and chromosomal locations

Target genes, their respective gene ontologies (GO terms) and pathways were predicted for all the significant differential miRNAs of Y79 using GeneSpring GX version 11.5 software. A Cytoscape imaging tool was used to draw the microRNA and important target gene interactions for miR-130b and miR-181c [19], [20]. TAM (The tool for annotations of human miRNAs) tool was used for miRNA classification (**File S 1**).

### Statistical analysis

All the Real time data analysis was performed using ABI-7500 software version-2.0.1. Data was normalized according to default parameters. Correlation statistics were checked with Graph pad prism version-6. The microarray raw data files were imported to Gene Spring GX software version 11.5 for log_2_ transformation. Signal cut-off measurements were set to 1.0, and normalized to 90th percentile of signal intensity to standardize each chip for cross-array comparison. Significant differential miRNAs were obtained by using unpaired Student's t test with p-value cut off <0.05.

## Results

### Clinico-pathological information of RB tumors

The clinico-pathological features of RB tumors studied for EpCAM (n = 30) and miRNA (n = 20) provided in **S1 Table**. The mean ±SD of patients included in the study was 3.3±2.1 years and comprised of 18 boys and 16 girls. All the RB tumors were unilateral. Thirteen cases without any invasion of optic nerve or choroid and twenty one cases with invasion of either optic nerve, choroid or both were chosen.

### Quantification of EpCAM by qRT-PCR shows high expression and siRNA knockdown for EpCAM leads to down regulation

All the 30 RB tumors showed EpCAM mRNA expression in qRT-PCR validation (**Fig. 1A** **,** **S1 Table**). In our study 60% RB tumors (n = 30) showed more than 5 fold expression of EpCAM. EpCAM protein levels decreased in both Y79 and WERI-Rb-1 cells on silencing with EpCAM siRNA. MCF-7 cells were used as positive control showed EpCAM expression (**Fig. 1B**).

**Figure 1:**
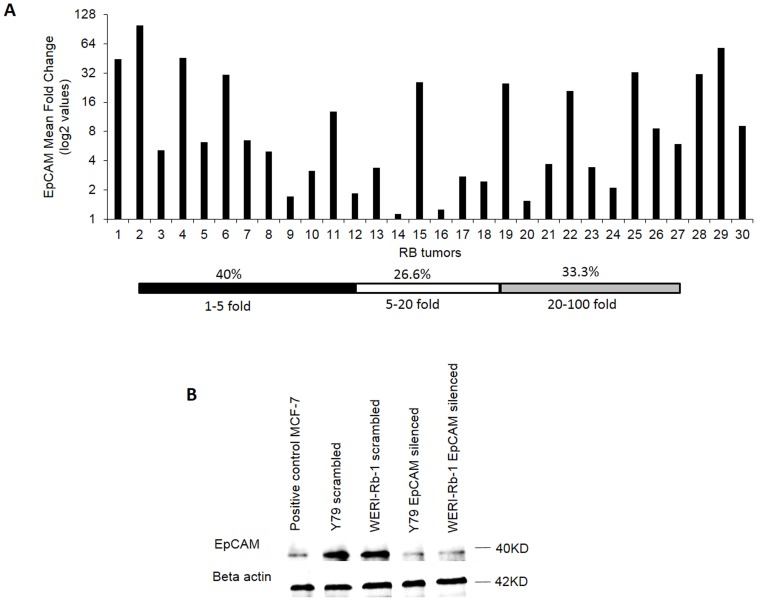
EpCAM is expressed in RB tumors. (A) EpCAM mRNA ranges from 2-100 fold in RB tumors (n = 30). Pooled non-neoplastic retinas (n = 3) was used as control. Data is expressed as fold change relative to control. (B) Immunoblot for protein levels of EpCAM siRNA knockdown in Y79 and WERI-Rb-1 cell lines.

### Microarray analysis revealed differential expression of miRNAs in EpCAM silenced Y79 cells

For miRNA microarray data, differential miRNAs was filtered using two criteria; (1) a log2 fold change geo mean cut off level of> = 0.8 for up regulated and a log2 fold change geo mean cut off of < = 0.8 for down regulated miRNAs [21], and (2) a significant p-value (<0.05) derived from student's t-test. 

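The arrays compared Y79 cells, an established human retinoblastoma cell line, before and after siRNA against EpCAM, a cell surface adhesion protein. There were 3 arrays of untreated control cells and 3 of EpCAM siRNA cells, all on 1 slide. The sample labels place the control cells at 0 h and the siRNA cells at 48 h after transfection, and arrays of scrambled siRNA were not analysed here, so the siRNA, the transfection and the time differed together between the groups. The methods describe biological triplicates, without saying whether the cultures were separate, so the p-values measure the spread between these samples, which may be technical. EpCAM is a protein-coding gene with no probe on a miRNA array, so its knockdown was not measured by these data.
Each single-colour Agilent array carried 14192 miRNA spots for 887 human miRNAs. The authors' Feature Extraction files give a background-subtracted total signal per miRNA, with undetected miRNAs set to 0.1. The control arrays detected 206, 195 and 200 miRNAs and the siRNA arrays 258, 233 and 229. Total signal was 48569 to 58568 on the control arrays and 48769 to 62332 on the siRNA arrays, and no miRNA spot was saturated. After the study's methods, each array was scaled to its 90th percentile, here taken over the 176 miRNAs detected on all 6 arrays. Signals were then raised to a floor of 1.0 and log2 transformed. Comparisons covered the 236 miRNAs detected on every array of at least 1 group and used limma with Benjamini-Hochberg adjustment. The median SD between replicates was 0.17 on the log2 scale, and the number of arrays limits the precision. Where no array of a group detected a miRNA, its change is a nominal lower bound, written as at least N-fold. Each undetected signal was replaced by the lowest detected signal of its array. That signal belongs to the dimmest detected miRNA, and another miRNA may go undetected at a higher signal, so the bound is not guaranteed. The p-value of such a miRNA, and that of a list with such members, comes from the fit with the undetected arrays at the floor. There they have no spread, so this p tests the floored difference and not the bound.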

Based on the above screening, we obtained 73 up regulated miRNAs and 36 down regulated miRNAs in Y79 EpCAM knockdown cells (**S1** and **S2 File**). 

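In EpCAM siRNA cells 83 of the 236 tested miRNAs were higher and 105 were lower than in untreated Y79 cells at an adjusted p under 0.05 from limma. Of the lower miRNAs, 92 were detected on all 6 arrays, with a median signal of 46.7 in control cells and a median log2 difference of −0.68. Fewer of the higher miRNAs, 42, were detected on all 6 arrays, with a median control signal of 14.1 and a median log2 difference of 1.30, and 34 were detected on no control array. Among miRNAs measured on all arrays, miR-1973 rose most, from a signal of 13.8 ± 2.38 (SD, n = 3) to 212 ± 47.0 (SD, n = 3), a log2 difference of 3.93 (standard error 0.20, adjusted p = 1.28e-05 from limma). The log2 difference was 3.11 for miR-1977_v14.0, 2.84 for miR-1207-5p, 2.69 for miR-877* and 2.65 for miR-574-3p. miR-1973 and miR-1977_v14.0 are array entries whose sequences match fragments of other RNAs. In miRNAs that no control array detected, miR-630 reached 75.2 ± 15.1 (SD, n = 3) and was at least 51.5-fold higher, miR-663 was at least 42.3-fold higher and miR-1915 at least 19.0-fold. Among the lower miRNAs, miR-7, which is enriched in neurons, went from 103 ± 6.45 to 51.0 ± 2.21 (SD, n = 3), a log2 difference of −1.01. Similar decreases were measured for miR-455-3p (−1.01) and miR-196a (−1.01), and miR-142-5p, a miRNA of blood cells, was detected on no siRNA array and was at least 4.34-fold lower.
Of 15 tested array entries whose sequences match fragments of other RNAs, such as transfer and mitochondrial RNAs, 9 were higher, among them miR-1246 with a log2 difference of 2.17, and 1, miR-1975, named after its values were seen, was lower at −0.89 (the same counts when adjusted over the list alone). Their mean log2 difference was 0.95 (limma's fry, adjusted p = 0.000257, and limma's camera, adjusted p = 0.382 with an estimated correlation), and 0.083 without a call after normexp background correction. The probes of the higher miRNAs had a median GC content of 64.1%, against 48.3% for the lower ones. All arrays of one group lay above all arrays of the other for 141 of the 176 miRNAs detected on all arrays (80.1%), where chance gives 10% for a single miRNA. These miRNAs come from the same arrays and share a median log2 difference of −0.45. A common shift can separate many of them at once, so 10% is no yardstick for their share. By the study's criteria, the methods' t-test at p under 0.05 with a log2 difference of at least 0.8, 77 miRNAs were higher and 28 lower, and 77 and 26 after Benjamini-Hochberg adjustment.
The scaling moves the lower calls: the median log2 difference of the 176 miRNAs detected on all arrays was −0.45, and −0.19 with no scaling, which left 26 lower and 85 higher calls, and 7 lower by the study's criteria. These gave 44 lower without siRNA array 1. By these criteria quantile normalization turned the balance, with 50 higher and 79 lower. The 90th percentile over all miRNAs gave 75 and 49 and the 75th percentile 79 and 16. Testing only miRNAs detected on all arrays left 43 higher and 93 lower, and normexp background correction left 0 calls by limma, with 8 higher and 22 lower at an unadjusted p under 0.05, and 3 higher and 0 lower by the methods' t-test. It turned miR-877* (−0.13) and miR-1915 (−0.10) below 0. Control array 3 stood apart after this correction, with a median log2 spot of 7.44 against 5.81 to 6.01 on the others. Without it, a choice made after the data had been seen, limma called 29 higher and 125 lower. The normexp values in other paragraphs include this array unless it is said to be left out, so their signs and lost calls may rest on it. Normexp also adds an offset of 50 to each spot. The higher miRNAs that no control array detected had a median rise per spot of 6.23 before it. The offset flattens such dim differences, so a sign below 0 after normexp does not show a fall.

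**Figure D1:**
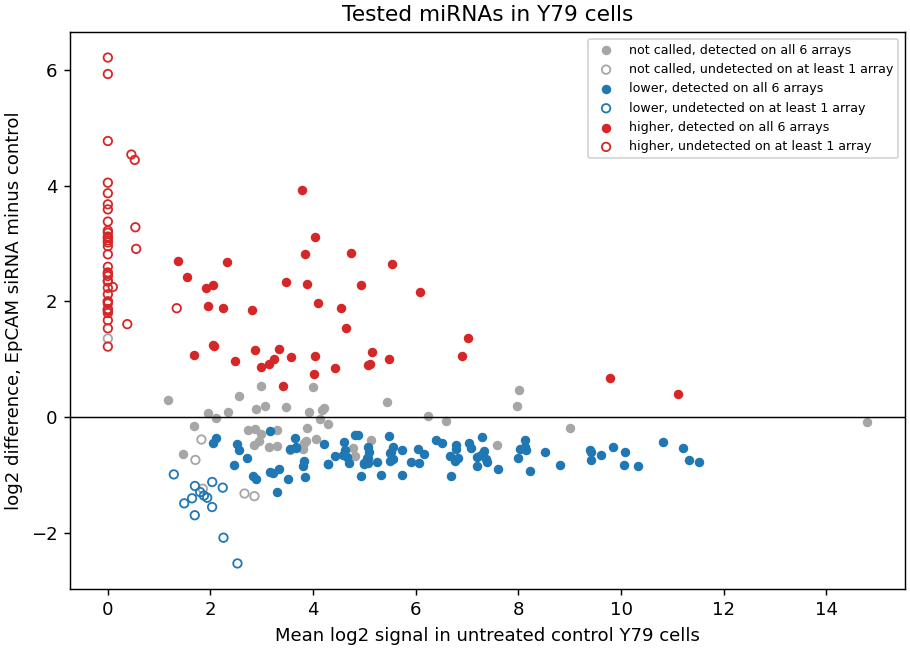
The log2 difference of each tested miRNA, EpCAM siRNA minus control, against its mean log2 signal in untreated Y79 cells; colours give the limma calls and open circles are miRNAs undetected on at least 1 array. The lower miRNAs lie in a band below 0 across the range of signals and the higher ones mostly at the dim end; open circles at a control signal of 0 sit at the floor, so their heights have no order.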

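The tested miRNAs were grouped into 11 family lists, written from general knowledge before the scanner files were examined and including the families the study had found on these samples, which are therefore not independent evidence. By limma's fry, which asks whether the members of a list move on balance one way, 9 lists were lower and 2 higher at an adjusted p under 0.05. The lower lists were the miR-17, let-7, miR-181, miR-130, miR-15 and miR-320 families, the miR-23 and miR-27 families, the guide strands of miR-30 and the miR-17-92 cluster, with mean log2 differences from −0.81 to −0.43. Fry does not compare a list with other miRNAs. The median log2 difference of the 176 miRNAs detected on all 6 arrays was −0.45. The means of miR-15 (−0.43), miR-320 (−0.46) and the guide strands of miR-30 (−0.43) were near that of miRNAs at large. The higher lists were miR-154 and the star strands of miR-30. Together with 8 other lists, 17 of 19 lists were called. All of them lost the call with camera, which compares a list with the other tested miRNAs, at an estimated correlation between members (adjusted p = 0.382 to 0.629). Each p given with an estimated correlation is from this test. With no scaling, 5 of the 19 lists were called, among them miR-181 as the only lower family.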

MicroRNA classification identified more number of down regulated families than up regulated ones. 

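In the miR-154 family, most of whose genes lie in the imprinted cluster of chromosome 14, 3 of the 4 tested members rose and none fell (the same counts when adjusted over the list alone), and most of the family was undetected. Only miR-494 was detected on any control array. The other tested members entered only because every siRNA array detected them, so their direction was fixed by that choice, and the family call rests largely on them. miR-494 went from 35.0 ± 7.37 (SD, n = 3) to 65.5 ± 0.672 (SD, n = 3), a log2 difference of 0.92 (standard error 0.16, adjusted p = 0.00242 from limma). No control array detected miR-485-3p or miR-382, which were at least 6.32-fold and 2.01-fold higher. The fourth member, miR-300, was detected on all 3 siRNA arrays and no control array, at least 1.78-fold higher, and did not pass the test (adjusted p = 0.0671 from limma), except under some alternatives such as leaving out siRNA array 1 (log2 difference 0.64). The mean log2 difference of the family was 1.75, or 1.36 with undetected members at their bounds (fry, adjusted p = 0.000119; adjusted p = 0.382 with an estimated correlation), and −0.39 after normexp background correction, which put all 4 members below 0. Control array 3 stood apart after normexp, so these signs may rest on that array. The offset of normexp also flattens the differences of dim miRNAs, so these signs do not show a fall. Quantile normalization ended the calls of miR-382 and miR-494.
The miR-30 family went both ways. Of the tested guide strands, the mature strands usually loaded into the silencing complex, 3 of 4 fell and none rose (the same when adjusted over the list alone): miR-30b went from 34.1 ± 4.22 (SD, n = 3) to 22.8 ± 5.35 (SD, n = 3), a log2 difference of −0.60, and miR-30d had one of −0.31. Their mean log2 difference was −0.43 (fry, adjusted p = 0.0181; adjusted p = 0.585 with an estimated correlation). Leaving out control array 2, siRNA array 2 or siRNA array 3 ended this call, at means of −0.45, −0.38 and −0.37, as did no scaling (−0.17), normexp (−0.57), the slide row as a block (−0.24) and the replicate block, with an unchanged mean. Each of those arrays, and control array 3, also ended the calls of miR-30b and miR-30d when left out, as did no scaling, at log2 differences of −0.34 and −0.053, and the 75th percentile. Among the star strands, the opposite strands of the same hairpins, miR-30b* and miR-30c-1* were detected in EpCAM siRNA cells only, at least 2.54-fold and 1.62-fold higher, while miR-30e* was detected in control cells only and at least 2.44-fold lower. Each was tested only because every array of 1 group detected it, so its direction was fixed by that choice. The mean over these 3 star strands was 0.46, or 0.25 with all 3 at their bounds (fry, adjusted p = 0.000569; adjusted p = 0.629 with an estimated correlation); its call ended when the floor was set before scaling (0.34), and it turned to −0.58 after quantile normalization and −0.60 after normexp, where miR-30b* (−0.56) and miR-30c-1* (−0.59) lay below 0. The signs after normexp may rest on control array 3, which stood apart after that correction. The paper named both families from these samples, so their directions are not independent evidence.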

Significant among the up regulated families were miR-154, and miR-30. The most significant down regulated families were miR-17, -181, -15, -320 and Let-7 family. 

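All 9 tested members of the let-7 family, regulators of differentiation and often described as tumor suppressors, fell in EpCAM siRNA cells. let-7a went from 1068 ± 11.9 (SD, n = 3) to 603 ± 28.3 (SD, n = 3), a log2 difference of −0.83 (standard error 0.077, adjusted p = 0.000227 from limma), and let-7g had a log2 difference of −0.93. The family mean was −0.81 (fry, adjusted p = 0.000153; adjusted p = 0.382 with an estimated correlation). Every tested member of the miR-17 family, 7 of 7, also fell, with a mean of −0.76 (fry, adjusted p = 0.000387; adjusted p = 0.382 with an estimated correlation). Among them, miR-93 went from 254 ± 9.23 (SD, n = 3) to 157 ± 14.3 (SD, n = 3), a log2 difference of −0.70, and miR-18b had one of −0.76.
In the miR-15 family 3 of 4 tested members fell and none rose, where the median log2 difference of all miRNAs detected on all 6 arrays was −0.45. The mean log2 difference was −0.43 (fry, adjusted p = 0.0107; adjusted p = 0.459 with an estimated correlation). miR-16, abundant in Y79 cells, went from 2359 ± 187 (SD, n = 3) to 1636 ± 53.3 (SD, n = 3), a log2 difference of −0.53 that was 0.069 after quantile normalization, while miR-424 had a difference of −0.21 (adjusted p = 0.598 from limma). In the miR-320 family 3 of 4 members fell, led by miR-320d at −0.69, and miR-320c had a difference of −0.067 (adjusted p = 0.686 from limma), which lay above 0 with no scaling, with the 75th percentile, after quantile normalization, scaled to control probes and without siRNA array 1. The sign of miR-424 also turned, with no scaling (0.046), with the slide row as a block (0.60) and without siRNA array 2 (0.059), and without siRNA array 1 it was called lower (−0.62). The mean of the miR-320 family was −0.46 (fry, adjusted p = 0.0191; adjusted p = 0.598 with an estimated correlation). For each of these 4 families the counts were the same when adjusted over the list alone, and the families were chosen by the study on these samples, so their directions are not independent evidence.
All 4 family calls ended with no scaling, at means of −0.50 for miR-17, −0.55 for let-7, −0.17 for miR-15 and −0.20 for miR-320, as did those of miR-93, miR-18b, miR-16 and miR-320d, while let-7a and let-7g stayed lower. The miR-15 call also ended without control array 2 (mean −0.44) or siRNA array 2 (−0.37) and with the slide row as a block (−0.21), and the miR-320 call without any 1 of the control arrays (−0.47, −0.44 and −0.47), with median scaling (−0.42), after normexp (−0.45) and, chosen after the data had been seen, scaled to control probes (−0.26). A block for the replicate number ended both calls, with unchanged means.

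**Figure D2:**
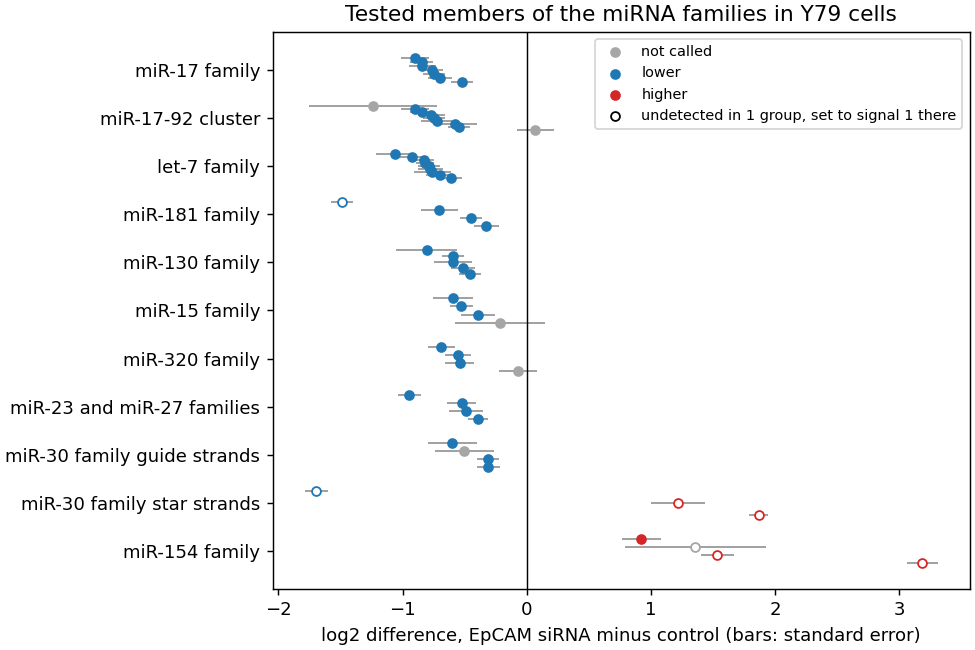
The log2 difference of each tested member of the miRNA families, EpCAM siRNA minus control, with standard errors from limma; colours give the calls and open circles are members undetected in 1 group, set to the floor there. The let-7, miR-17, miR-181, miR-130, miR-15 and miR-320 families lie below 0 under the scaling shown. Under at least 1 other scaling miR-320c, miR-424, miR-16 and, in the miR-17 family, miR-106b lie above 0. miR-154 lies above 0 except after normexp background correction, where control array 3 stood apart. The star strands of miR-30 lie on both sides.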

We have chosen two miR families which were down regulated in post-EpCAM knockdown and therefore likely to be oncogenic.

### EpCAM silencing significantly decreased the expression of miR-130 and miR-181 family members in RB cell lines

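All 4 tested members of the miR-181 family and all 5 of the miR-130 family fell in EpCAM siRNA cells (the same counts when adjusted over each list alone). miR-181c went from 2.81 ± 0.219 (SD, n = 3) in control cells to no detection on any siRNA array, nominally at least 2.12-fold lower, so its fall was not measured. It was tested only because every control array detected it, so its direction was fixed by that choice. Its adjusted p of 2.70e-05 from limma tests the difference with the siRNA arrays at the floor, where they have no spread, and not this bound. miR-181b went from 33.6 ± 1.52 (SD, n = 3) to 20.9 ± 3.76 (SD, n = 3), a log2 difference of −0.70 (standard error 0.15, adjusted p = 0.00518 from limma). For miR-181d the signal was 4.13 ± 0.225 and 3.03 ± 0.186 (SD, n = 3), a difference of −0.45 (standard error 0.090, adjusted p = 0.00443 from limma), and for miR-181a the difference was −0.32. miR-130b was the brightest of the group, at 682 ± 45.6 (SD, n = 3) in control and 452 ± 12.4 (SD, n = 3) in siRNA cells, a log2 difference of −0.59 (standard error 0.086, adjusted p = 0.00121 from limma). miR-130a went from 282 ± 24.2 to 197 ± 7.94 (SD, n = 3), a difference of −0.52 (standard error 0.095, adjusted p = 0.00322 from limma). In each of miR-181b, miR-181c, miR-181d, miR-130a and miR-130b every siRNA array lay below every control array, the most extreme of the orders that 3 arrays against 3 allow (10% by chance, both directions counted). The other miR-130 family members had differences of −0.59 (miR-301a), −0.46 (miR-454) and −0.80 (miR-301b, named after its values were seen).
In the array's annotation of build hg19, the probe sites of miR-181c and miR-181d lie side by side on the plus strand of chromosome 19, from 13985542 to 13985560 and from 13985731 to 13985746. That of miR-130b lies on chromosome 22 from 22007647 to 22007664, and that of miR-130a on chromosome 11 from 57408728 to 57408746. miR-181b has 2 such sites. The family means were −0.74 for miR-181, or −0.64 with miR-181c at its bound (fry, adjusted p = 0.000119), and −0.59 for miR-130 (fry, adjusted p = 0.000958), each with adjusted p = 0.382 with an estimated correlation. With no scaling miR-181c stayed lower, while miR-181b (−0.44), miR-181d (−0.19), miR-181a (−0.065), miR-130a (−0.26) and miR-130b (−0.33) were no longer called, and the miR-130 family call ended (mean −0.33). Normexp background correction ended both family calls, at means of −0.61 for miR-181 and −0.54 for miR-130. Quantile normalization left no difference in miR-130b, the 75th percentile ended the call of miR-181a, and leaving out siRNA array 2 or 3 ended the calls of miR-181a (−0.29 and −0.28) and miR-301a (−0.57 and −0.47), as control array 2 or 3 did for miR-181a (−0.32 and −0.27). From their decrease after EpCAM knockdown, the paper proposes that both families are oncogenic. It also measured members by quantitative PCR in cell lines and tumors and inhibited miR-181c and miR-130b with antagomirs, experiments that these arrays do not cover.

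**Figure D3:**
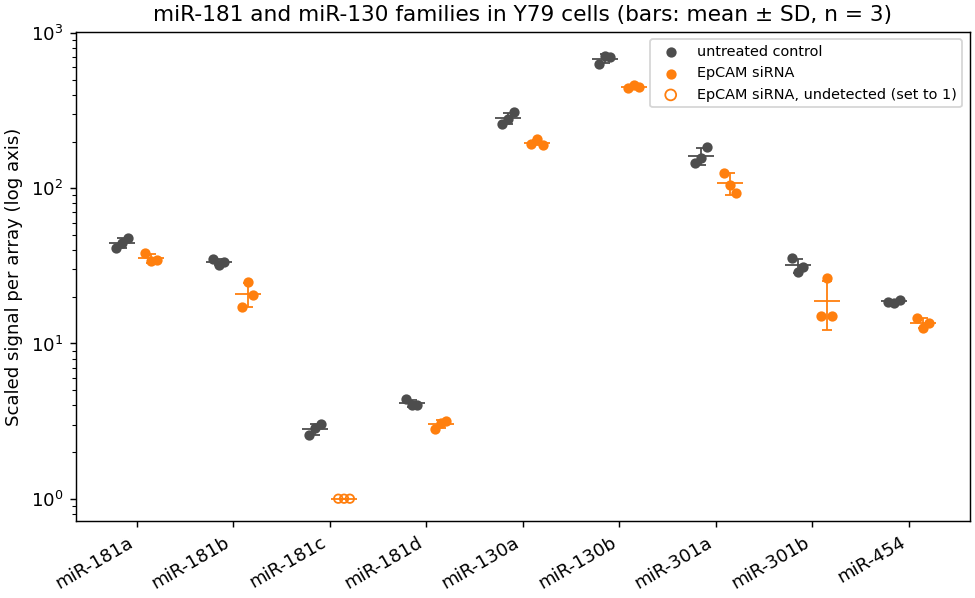
Signal of the miR-181 and miR-130 family members on each array, scaled as in the text, on a log axis; bars are means with SD over 3 arrays. Each siRNA array lies below each control array for every member drawn, and miR-181c, undetected on the siRNA arrays, is drawn at the floor of 1.0.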

Microarray experiments showed that miR-130 and miR-181 families reduced significantly with log_2_ fold change of −0.8 for miR- 181b, −5.03 for miR-181c, −0.57 for miR-181d, −0.63 for miR-130a, −0.63 for miR-130b (p<0.01*** for all miRNAs) (**S1** and S2 **File**). Real time PCR validation in cell line obtained a mean fold change of −0.6 for miR-181c and −0.2 for miR-130b (p<0.05*) in Y79. In WERI-Rb-1 cells, the fold changes were −0.4 for miR-181c and −0.4 for miR-130b (**Fig. 2A**).

**Figure 2:**
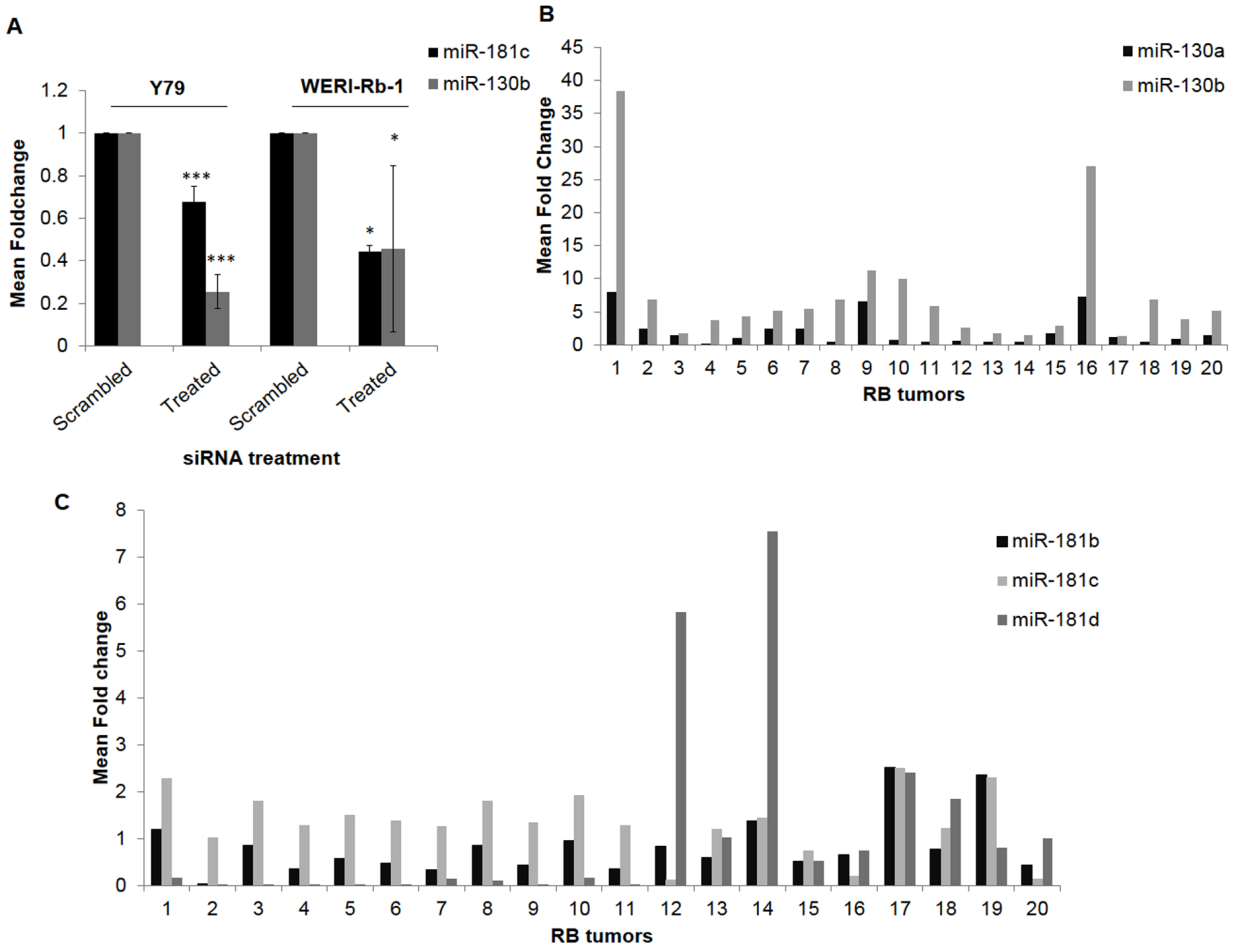
Quantitative Real Time PCR validation confirmed expression of miR-130b and miR-181c in RB tumors and microarray results in EpCAM silenced Y79 cells. A) miR-130b and miR-181c were quantified in Y79 and WERI-Rb-1 after EpCAM siRNA. Values are represented as mean ±SD in three independent experiments (*p<0.05). B) miR-130a, 130b expression ranged from 1–35 folds in the RB tumors. C) miR-181b, 181c, 181d, 130a, and 130b were quantified in twenty RB tumors. MiR-181b, miR-181c and miR-181d expression ranged from 1–7 fold.

### Primary RB tumors showed high expression of miR-130b family and miR-181 family members

The importance of miR-181 and miR-130 families were further tested in 20 tumors. Quantitative real time PCR method was used to find the expression of miR-130 and miR-181 family members. The mean fold changes of miRNAs were found to be 0.8±1.2 for miR-181b, 1.3±0.6 for miR-181c, 1.1±2.0 for miR-181d (**Fig. 2B**), 2.0±2.3 for miR-130a and 7.6±9.1 for miR-130b (**Fig. 2C**), respectively.

### Functional role of miR-130b and miR-181c in retinoblastoma cell line in proliferation, invasion and apoptosis

The functional importance of the tumor significant miRNAs was dissected by performing cell based assays on inhibiting miR-181c and miR-130b. Standardisation with miR specific antagomirs showed significant decrease in miR-130b and miR-181c in treated Y79 and WERI-Rb-1 cells (p<0.05**). Down regulation of miR-130b, miR-181c was −0.4 and −0.6 fold in Y79 cells and −0.1 and −0.01 fold in WERI-Rb-1 cells (**Fig. 3**).

**Figure 3:**
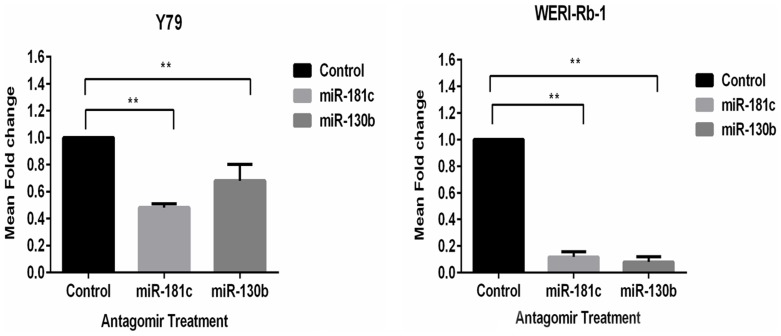
Antagomir treatment in Y79 and WERI-Rb-1 cell line lead to suppression of miR-130b and miR-181c. Decrease in miR-130b and miR-181c levels occur in antagomir treated Y79 and WERI-Rb-1 cell lines (*p<0.05). Quantification was done by qRT-PCR.

#### a) Antagomirs of miR-130b and miR-181c decreased cell viability in Y79 and WERI-Rb-1

Antagomirs were used for the inhibition of miR-130b and miR-181c. Cell proliferation decreased significantly; 41.9% (Y79 cells) for miR-181c and 32.8% (Y79 cells) for miR-130b antagomir treated cells (p<0.05*). In treated WERI-Rb-1, decrease in cell proliferation by 32.5% for miR-181c and 41.1% for miR-130b (p<0.05*) were seen (**Fig. 4A**).

**Figure 4:**
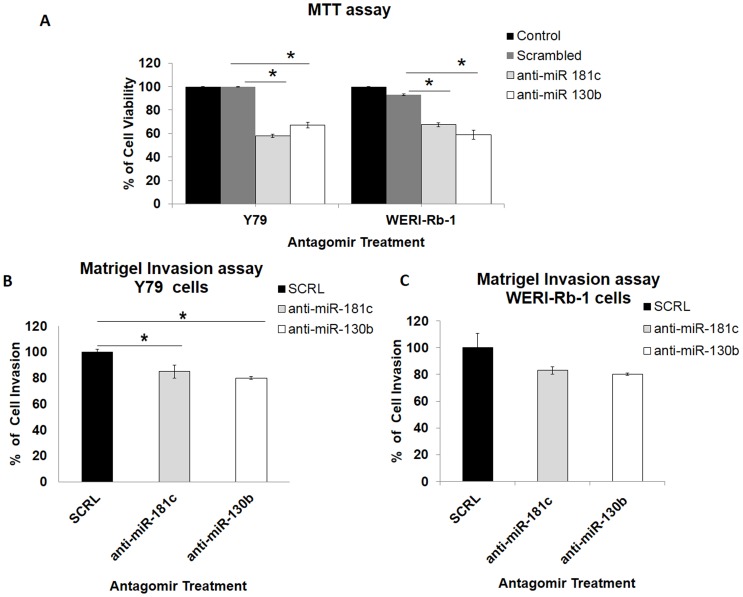
Inhibition of miR-181c and miR-130b decreased cell viability and invasion in Y79 and WERI-Rb-1 cells. A) Percentage of cell viability changes in anti-miR181c and anti-miR130b transfected Y79 and WERI-Rb-1 cells. Significant decrease in cell viability was noticed in both cell lines (*p<0.05). MTT was used for assessing cell viability. B) Decrease in cell invasion by 20% is observed for anti-miR-130b and 12% for anti-miR-181c transfected Y79 cells. C) Decrease in cell invasion by 17% on treatment with anti-miR-130b and 20% in cell viability with anti-miR-181c is seen in transfected WERI-Rb-1 cells. Lack of significant p value reiterates non-invasive property of this cell lines. Data shown represent mean ±SD from three independent experiments.

#### b) Cell invasion reduced in antagomir (miR-181c and miR-130b) transfected Y79 and WERI-Rb-1 cells

Cell invasion assay in Y79 cells show that on inhibiting miR-130b and miR-181c, migration decreases by 20% and 15%, respectively (p<0.05*) (**Fig. 4B**, **S3 File**). Percentage decrease was 17% for miR-181c and 20% for miR-130b in WERI-Rb-1 cells (p<0.05*) (**Fig. 4C**, **S3 File**).

#### c) Increase in caspase-3 level in antagomir (miR-181c, miR-130b) treated Y79 and WERI-Rb-1 cells suggest activation of cell death pathways

Apoptosis was measured by investigating level of caspase-3 protein. Increase in fluorescence units (au) of caspase-3 in miR-181c, or miR-130b antagomir treated Y79 and WERI-Rb-1 compared to mock miRNA treated cells suggested the involvement of apoptotic cell death pathways (**Fig. 5A, B** **)**. U937 cells treated with camptothecin were used as positive control cells (data not shown).

**Figure 5:**
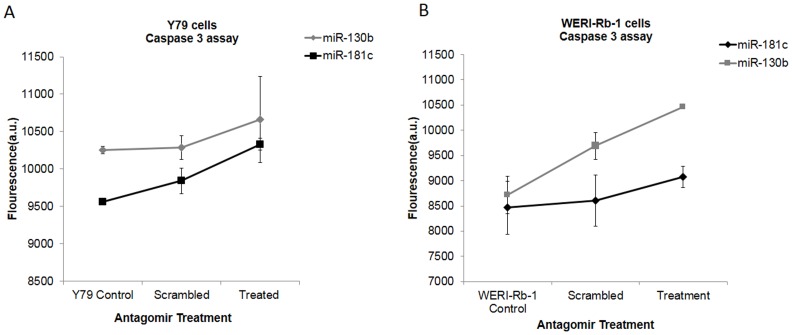
Increase in caspase-3 level is observed in antagomir treated Y79 and WERI-Rb-1 cells. Increase in caspase-3 level occurs in A) Y79 and B) WER-Rb-1 transfected with anti-miR-181c and anti-miR-130b. Caspase-3 was measured by fluorometric assay. Control cells were untreated. Values represented in the form of mean ±SD are from three independent experiments.

### Correlation of EpCAM expression and miR-130b, miR-181c in primary RB tumors

To investigate whether a correlation in expression indeed exists between the miR studied and EpCAM in RB, we performed correlation analysis. However, there was no positive correlation observed between EpCAM and miR-130b, miR-181c members.

### *In silico* chromosomal mapping for differential microRNA of EpCAM

Significant microRNAs mapping to different chromosomal regions, show that among the miRNA that were down regulated distribution was limited to; 20% on ChrX (miR-362, miR-532, miR-500*, miR-500, miR-501*, miR-532* & miR-98), 12.5% on Chr9, 10% on Chr13, and 7.5% on Chr1 and 7 (**S4 File**). 

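On chromosome X, 7 of 9 tested miRNAs of the miR-532 cluster of Xp11 fell and 1 rose (the same counts when adjusted over the list alone). miR-362-5p went from 53.2 ± 0.450 (SD, n = 3) to 26.7 ± 1.78 (SD, n = 3), a log2 difference of −1.0 (standard error 0.084, adjusted p = 0.000148 from limma). miR-532-5p went from 38.2 ± 2.60 (SD, n = 3) to 22.5 ± 1.44 (SD, n = 3), a difference of −0.77. Fitted differences of dimmer members were −2.08 for miR-500 and −1.40 for miR-501-3p, each detected on 1 siRNA array, −1.22 for miR-532-3p and −1.12 for miR-500*, each detected on 2, and −0.82 for miR-362-3p. Of these, miR-500, miR-501-3p, miR-532-3p and miR-500* entered only because every control array detected them. Their direction was largely fixed by that choice, and the call of the list rests largely on them. The remaining tested member, miR-660, named after its values were seen, had a difference of −0.54 and was not called. In the same cluster, between the sites of miR-532-3p and miR-500, miR-188-5p rose from 14.4 ± 0.771 to 102 ± 14.7 (SD, n = 3), a log2 difference of 2.82. Probe sites of this cluster lie on the plus strand of hg19 from 49767818 (miR-532-3p) to 49777885 (miR-660). miR-98, a let-7 family member elsewhere on the chromosome at 53583206 to 53583226, went from 7.43 ± 0.564 (SD, n = 3) to 3.60 ± 0.692 (SD, n = 3), a log2 difference of −1.06. The cluster's mean log2 difference was −0.68 (fry, adjusted p = 0.000958; adjusted p = 0.382 with an estimated correlation), and its call ended with only the 5 members detected on all arrays (mean −0.060), after normexp background correction (−0.52) and with no scaling (−0.45). No scaling also ended the calls of miR-532-5p, miR-362-3p, miR-532-3p and miR-500*. The calls of the last 2 also ended when any 1 control array was left out (log2 differences −1.15, −1.33 and −1.20 for miR-532-3p, −1.15, −1.16 and −1.06 for miR-500*), and without siRNA array 3 for miR-532-3p (−1.42) or siRNA array 1 for miR-500* (−1.24). Without siRNA array 3 the difference of miR-500* shrank to −0.64.
Of the lower miRNAs, 14 of 105 (13.3%) were on chromosome X, against 6.87% of the other tested miRNAs (two-sided Fisher's exact test, adjusted p = 0.204 over 5 such tests). Chromosome 13 held 9 of them (8.57% against 1.53%, adjusted p = 0.0655 from the same exact test), mostly from the miR-17-92 cluster, and chromosome 9 held 9, among them miR-23b and miR-455-3p (8.57% against 4.58%, adjusted p = 0.301 from the same exact test). None of these shares differed from the rest at an adjusted p under 0.05. With no scaling, 23.1% of the lower calls were on X and 19.2% on chromosome 9, and both passed; over the alternatives the adjusted p of the exact test was 0.0452 to 0.851 for X, 0.0103 to 0.432 for chromosome 13, which passed under 5 of 21, and 0.0251 to 0.535 for chromosome 9, which passed under 2. miRNAs of 1 cluster are transcribed together and are not independent counts. Each miRNA, lower or higher, was counted on the 1 chromosome that S1 File gives. Some, such as miR-181b and miR-101, have more than 1 probe site, so the shares may depend on that assignment.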

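On chromosome 19, miR-371-5p, which belongs to a cluster known from embryonic stem cells, was detected on no control array and reached 16.8 ± 3.63 (SD, n = 3) in EpCAM siRNA cells, at least 11.5-fold higher. Its adjusted p of 5.56e-06 from limma tests the difference with the control arrays at the floor, where they have no spread, and not this bound. miR-150* and miR-520b were likewise undetected in control cells, and were at least 6.04-fold and 2.71-fold higher. miR-125a-3p was detected on all 6 arrays and rose from 3.03 ± 1.09 (SD, n = 3) to 15.7 ± 2.24 (SD, n = 3), a log2 difference of 2.42 (standard error 0.27, adjusted p = 0.000476 from limma). In hg19 the probe sites of miR-371-5p and miR-520b lie at 54290941 to 54290953 and 54204524 to 54204541. On chromosome 14, 5 of the 6 tested members of the imprinted cluster of 14q32 rose and none fell (the same counts when adjusted over the list alone), while 61 other members on the array were not detected often enough to be tested. Only miR-494 was detected on all control arrays. The other tested members entered only because every siRNA array detected them, so their direction, and with it the call of the list, was largely fixed by that choice. miR-134 was detected on 1 control array, at a scaled signal of 2.97, and on all siRNA arrays, at 31.6 ± 5.14 (SD, n = 3); its fitted log2 difference of 4.44 depends on the floor given to the other 2 control arrays and was 6.62 with the floor at 0.1. miR-127-3p was at least 3.77-fold higher, and miR-127-5p, its other strand, was detected on no array. The probe sites of miR-134 and miR-494 lie on the plus strand of chromosome 14 at 101521041 to 101521052 and 101496026 to 101496039. The cluster's mean log2 difference was 2.31, or 1.96 with undetected members at their bounds (fry, adjusted p = 0.000119, and camera, adjusted p = 0.382 with an estimated correlation). It was −0.36 after normexp background correction, under which miR-371-5p, miR-150*, miR-520b, miR-125a-3p, miR-134 and miR-127-3p also lay below 0. Control array 3 stood apart after normexp, so these signs may rest on that array. The offset of normexp also flattens the differences of dim miRNAs, so these signs do not show a fall.
Of the 83 higher miRNAs, 8 (9.64%) were on chromosome 19, against 5.88% of the other tested miRNAs (two-sided Fisher's exact test, adjusted p = 0.301 over 5 such tests), and 6 (7.23%) on chromosome 14, against 1.96% (adjusted p = 0.175 from the same exact test). Neither share passed the test; over the alternatives the adjusted p of the exact test was 0.291 to 0.851 for chromosome 19 and 0.0236 to 0.851 for chromosome 14, which passed under 4 of 21 and held a smaller share of the higher miRNAs than of the others when all 887 were tested.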

Up regulated miRNA had similar localised distribution; 9.3% on Chr19 (miR-150*, miR-125a*, miR-520b, miR-371), 9.3% on Chr14 (miR-127*, miR-382, miR-485, miR-300, miR-494, miR-134), 8% on Chr1, 6.6% on Chr16 as well as 6, 5.3% ChrX and Chr4 (**S5 File**).

## Discussion

High expression of EpCAM supports tumor progression in RB [3], [8]. In depth studies demonstrated that EpCAM acts as a potent signal transducer that uses components of the Wnt pathway, with an active involvement in cell proliferation [22], [23]. We postulated that EpCAM may influence multiple microRNA clusters/families in RB.

In the current study, silencing EpCAM in Y79 cells showed 109 significantly differentially expressed miRNAs in microarray profiling. This includes our earlier reported miR-17-92 cluster [13]. 

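In the miR-17-92 cluster of chromosome 13, known as oncogenic in many tumors, 7 of the 9 tested strands fell in EpCAM siRNA cells and none rose (the same counts when adjusted over the list alone). miR-17 went from 1285 ± 99.3 (SD, n = 3) to 714 ± 21.8 (SD, n = 3), a log2 difference of −0.85 (standard error 0.090, adjusted p = 0.000392 from limma). For miR-18a the signal was 195 ± 24.1 and 104 ± 5.37 (SD, n = 3), a difference of −0.90. miR-20a and miR-19b, among the brightest miRNAs in Y79 cells at 2576 ± 159 and 2931 ± 186 (SD, n = 3), had differences of −0.74 and −0.77. The 2 strands without a call, miR-20a* and miR-19b-1*, named after their values were seen, had fitted differences of −1.24 (adjusted p = 0.0671 from limma) and 0.068 (adjusted p = 0.674). In hg19 the probe sites of miR-18a and miR-20a lie on the plus strand from 92003015 to 92003032 and from 92003330 to 92003348. The mean over the cluster was −0.70 (fry, adjusted p = 0.00183; adjusted p = 0.459 with an estimated correlation), and its call ended with no scaling (mean −0.44), as did those of miR-20a and miR-19b.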

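The 4 guide strands of the miR-23 and miR-27 families, which are transcribed together from a cluster on chromosome 9 and another on chromosome 19, all fell in EpCAM siRNA cells (the same count when adjusted over the list alone). miR-27a went from 8.93 ± 0.537 (SD, n = 3) to 4.64 ± 0.304 (SD, n = 3), a log2 difference of −0.95 (standard error 0.094, adjusted p = 0.000295 from limma). miR-23a, from the same cluster, had a difference of −0.52. The brighter members on chromosome 9 changed less, with miR-23b going from 84.0 ± 2.73 (SD, n = 3) to 64.2 ± 3.02 (SD, n = 3), a difference of −0.39, and miR-27b having one of −0.49; this difference between the clusters was not tested. The mean of the 4 was −0.59 (fry, adjusted p = 0.000569; adjusted p = 0.382 with an estimated correlation). With no scaling the mean was −0.33 and the call ended, as did those of miR-23a, miR-23b and miR-27b. The call of miR-27b ended without control array 2 or 3 or siRNA array 2 or 3 (log2 differences −0.51, −0.42, −0.40 and −0.43), and with the 75th percentile or quantile normalization. The study chose these families on these samples, so their direction is not independent evidence.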

Further classification of these miRNAs identified miR-181 [24], [25], miR-17 [26], miR-320 [27], miR-130 and Let-7 [28] as significantly down regulated families. miR-15, miR-23, and miR-27 though not reported in RB have some of their members associated in other cancers [29].

We selected two microRNA families, miR-181(miR-181b, miR-181c and miR-181d) and miR-130 (miR-130a and miR-130b) families based on their previous association with EpCAM and literature reports of cancer to find out their role in RB tumor cell proliferation. Previous studies on miR-181 family in hepatocellular carcinoma showed a regulatory link between miR-181 family and EpCAM positive cancer cells [24], [25]. The oncogenic potential and over expression of miR-130b was reported in multiple cancers; colorectal [30], gastric [31], [32], and renal carcinoma [33]. High expression and the oncogenic role of miR-130a is also observed in colorectal [34] and ovarian cancers [35]. In a cohort of twenty tumors, we consistently observed high expression of miR-181 family members and miR-130b family. Significantly expressed miR-181c and miR-130b (p<0.05) were taken for antagomir studies to investigate their functional role associated with RB.

In vitro functional studies; cell viability, apoptosis and cell invasion study were performed using antagomirs of miR-130b and miR-181c in Y79 and WERI-Rb-1 cells. Cell viability assay shows that viability was decreased significantly in both Y79 and WERI-Rb-1. The decrease of cell viability for anti-miR-130b is less in Y79 compared to anti-miR-181c in Y79 cells. In contrast decrease in cell viability is more for anti-miR-130b compared to anti-miR-181c treatment in WERI-Rb-1 cells. To support this, we analysed caspase-3 cascade in Y79 and WERI-Rb-1 cells. Increase in fluorescence of caspase-3 in both miR-181c, and miR-130b antagomir treated Y79 and WERI-Rb-1 cells confirmed the role of these miRNAs in cell apoptosis. Subsequently, the inhibitory effect of these antagomirs on cell invasion was studied using Matrigel chambers. We observed a significant decrease in cell invasion in antagomir treated Y79 cells but not noticeably in WERI-Rb-1 cells. It may be noted that WERI-Rb-1 cells are known to be less invasive [36].

Gene ontologies were predicted for miR-181c and miR-130b targeted genes. We found that many genes were implicated in Wnt signalling and other important pathways which play a major role in tumorigenesis. We sought to investigate with bio-informatic tools whether differentially expressed miRNAs of EpCAM have any association with chromosomal aberrations. *In silico* chromosomal mapping was performed for differentially regulated miRNAs in EpCAM silenced Y79 data. We addressed the following queries based on the chromosomal locations of EpCAM regulated miRNAs; 1) The relationship between site fragility and miRNA density/miRNA distribution on the chromosomes, 2) The locus of EpCAM gene versus the loci of miRNAs. It was observed that many miRNA were associated with ChrX, Chr9 and Chr13. Frequent chromosomal aberrations in RB were reported for ChrX and Chr13 [37], [38], miR-181c which was up regulated in RB tumors is associated with 19p13 chromosomal gain region of RB [3], [39]. 

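miR-101, which targets the chromatin regulator EZH2, went from 40.1 ± 5.57 (SD, n = 3) in control to 20.1 ± 2.79 (SD, n = 3) in EpCAM siRNA cells, a log2 difference of −1.0 (standard error 0.15, adjusted p = 0.00138 from limma). miR-30e changed less, from 29.4 ± 2.56 (SD, n = 3) to 23.7 ± 0.516 (SD, n = 3), a difference of −0.31 (standard error 0.093, adjusted p = 0.0226 from limma), and its call ended without control array 3 (log2 difference −0.24) and with no scaling (log2 difference −0.049). The probe of miR-30e matches hg19 at 41220048 to 41220064 on the plus strand of chromosome 1, where 20 miRNAs were tested, 7 of them higher and 10 lower. The probes of miR-101 match 2 sites in the array's annotation, and S1 File places it on chromosome 1.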

Among other significantly changing families, miR-101 and miR-30e are associated with Chr1p gain region [37]. Several of these play important functions in cancer [40] and immune disorders [41]. The complete set of miR-362, miR-532, miR-500*, miR-500, miR-501*, miR-532* and miR-98 located on ChrX had been reported with chromosomal gain region in B-cell lymphoma [42]. Unusually, miRNA which in our experimental data show up regulation on silencing EpCAM, are theoretically expected to be down regulated in tumors, since they are tumor suppressors. All of these are located in chromosomal gain regions in our bioinformatics analysis. This suggests that EpCAM mediates the control of these miRNA through multiple target genes and other protein interactions.

In conclusion, EpCAM a potential oncogene is a master regulator of several miRNAs and genes which are necessary for RB tumor progression. Existing literature has implicated many of these miRNA regulated by EpCAM in various types of cancers; it is likely that these miRNAs have a strong role in common cancer pathways. The miRNAs regulated by EpCAM control oncogenic, tumor suppressive and also metabolic functions. MiR-130b and miR-181c that we studied here affected RB cell proliferation, invasion and apoptosis. MicroRNAs can regulate multiple pathways in cancer through a complex and intricate network of gene interactions. It has also been suggested that they can be good therapeutic targets [43]. However, the large number of families affected as evidenced in this study and their very interactive nature makes them difficult candidates for therapy. It may be more worthwhile to target a potent cancer specific gene like EpCAM that controls several miRNA for RB tumor progression.

## Supporting Information

S1 Table **Clinical profile of RB tumors with fold change values of EpCAM, miR-181c and miR-130b.** Table showing clinico-pathological information of retinoblastoma tumors and fold change values obtained by qRT-PCR for EpCAM, miR-130b and miR-181c.
(XLSX) Click here for additional data file.

S1 File **Microarray identified post EpCAM silenced miRNAs and Gene Targets.** Differential miRNAs with significant p values(<0.05) are given. Gene targets, Gene ontologies and differential miRNA classification are given in the table.
(XLS) Click here for additional data file.

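S1 File holds, for each miRNA of these 6 arrays, the scanner signal, a detected or undetected flag, a log2 value relative to the control arrays, and the p of the study's test. Its signals equal those in the scanner files used here within 1.3e-05 on the log2 scale. Of the study's 73 up regulated miRNAs, 72 were called higher by limma and 71 were higher by the study's criteria with the scaling used here. All 36 of its down regulated miRNAs were called lower by limma, and 22 met the study's criteria; no listed miRNA was called in the opposite direction. Limma also called 11 higher and 69 lower miRNAs that the study's lists, which need a log2 difference of 0.8, do not hold. These lists come from the same arrays, so the overlap is not independent evidence. The up regulated miRNA without a limma call was miR-300. Of the 73 and 36 listed miRNAs, limma called 55 higher and 35 lower after quantile normalization, 73 and 24 with no scaling. The counts were 33 and 32 when only miRNAs detected on all arrays were tested. With the trend in probe GC content taken out, a choice made after the data had been seen, they were 56 and 30. Normexp background correction, which left 0 calls by limma over all tested miRNAs (8 higher and 22 lower at an unadjusted p under 0.05, 3 and 0 by the methods' t-test), ended the calls of all of them. Without control array 3, also chosen after the data had been seen, it left 25 and 36. The sheets of gene targets and of family classification were held only in part or not at all and were not used here.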

S2 File **Effect of EpCAM gene knockdown on miRNA expression profile in Y79 cells.** MicroRNA expression profile in Y79 cells determined by microarray. Silencing of EpCAM lead to differentially expressed miRNAs. Heat map shows hierarchical arrangement based on fold change in Y79/EpCAM siRNA and Y79/Control. Green denotes low expression level and red denotes high expression level.
(TIF) Click here for additional data file.

S3 File **Representative images of invasion assay.** Cells invading into matrigel were fixed, stained with Crystal Violet and photographed in 10× magnification field. Invaded cells are indicated by black arrows in Y79 and WERI-Rb-1 cell controls. Control, scrambled and treated chambers of Y79 and WERI-Rb-1 are shown.
(TIF) Click here for additional data file.

S4 File ***In silico*** **representation of EpCAM downregulated miRNA on chromosomal regions.** Chromosomal locations of significant down regulated miRNAs upon EpCAM silencing in Y79 cells. EpCAM is mapped to p-arm of Chromosome-2 (blue dot). miRNAs are labelled as lines on the 24 chromosomes. Polycistronic microRNAs-miR-17, miR-18a, miR-20a, miR-19b located on 13q31.3, miR-10, miR-30e located on chromosome-1 are associated with RB chromosomal gain regions. miRNAs (non-polycistronic), miR-362, miR-532, miR-500*, miR-500, miR-501*, miR-532* & miR-98 were located at Chromosomal-Xp11.
(TIF) Click here for additional data file.

S5 File ***In silico*** **representation of significantly up regulated miRNAs on EpCAM silencing in chromosomal regions.** Details of chromosomal locations of significant miRNAs up regulated upon EpCAM silencing in Y79 cells. EpCAM is mapped to p-arm of Chromosome-2 (blue dot). miRNAs are labelled as lines on the 24 chromosomes. miR-127-3p, miR-382, miR-485, miR-300, miR-494, miR-134 map to chromosomal-14q32 region and miR-150*, miR-125a-3p, miR-520b, miR-371 map to chromosome-19q13.4 regions.
(TIF) Click here for additional data file.

## References

[1] ZhangJ, BenaventeCA, McEvoyJ, Flores-OteroJ, DingL, et al (2012) A novel retinoblastoma therapy from genomic and epigenetic analyses. Nature 481:329–334.2223702210.1038/nature10733PMC3289956

[2] MadhavanJ, CoralK, MallikarjunaK, CorsonTW, AmitN, et al (2007) High expression of KIF14 in retinoblastoma: association with older age at diagnosis. Invest Ophthalmol Vis Sci 48:4901–4906.1796243710.1167/iovs.07-0063

[3] KrishnakumarS, MohanA, MallikarjunaK, VenkatesanN, BiswasJ, et al (2004) EpCAM expression in retinoblastoma: a novel molecular target for therapy. Invest Ophthalmol Vis Sci 45:4247–4250.1555742710.1167/iovs.04-0591

[4] MatsudaT, TakeuchiH, MatsudaS, HiraiwaK, MiyashoT, et al (2014) EpCAM, a Potential Therapeutic Target for Esophageal Squamous Cell Carcinoma. Ann Surg Oncol 21 Suppl 3: 356–364.2456686310.1245/s10434-014-3579-8

[5] BelloneS, SiegelER, CoccoE, CargneluttiM, SilasiDA, et al (2009) Overexpression of epithelial cell adhesion molecule in primary, metastatic, and recurrent/chemotherapy-resistant epithelial ovarian cancer: implications for epithelial cell adhesion molecule-specific immunotherapy. Int J Gynecol Cancer 19:860–866.1957477410.1111/IGC.0b013e3181a8331f

[6] BrunnerA, SchaeferG, VeitsL, BrunnerB, PrelogM, et al (2008) EpCAM overexpression is associated with high-grade urothelial carcinoma in the renal pelvis. Anticancer Res 28:125–128.18383834

[7] SithambaramD, PalaniveluS, SubramanianK, SahooS, VermaRS (2011) Specific targeting of Ep-CAM in various carcinomas by novel monoclonal antibodies. Hybridoma (Larchmt) 30:511–518.2214927510.1089/hyb.2011.0069

[8] MitraM, KandalamM, VermaRS, UmaMaheswariK, KrishnakumarS (2010) Genome-wide changes accompanying the knockdown of Ep-CAM in retinoblastoma. Mol Vis 16:828–842.20461151PMC2866575

[9] SchaeferA, O'CarrollD, TanCL, HillmanD, SugimoriM, et al (2007) Cerebellar neurodegeneration in the absence of microRNAs. J Exp Med 204:1553–1558.1760663410.1084/jem.20070823PMC2118654

[10] ThumT, GrossC, FiedlerJ, FischerT, KisslerS, et al (2008) MicroRNA-21 contributes to myocardial disease by stimulating MAP kinase signalling in fibroblasts. Nature 456:980–984.1904340510.1038/nature07511

[11] HassanT, McKiernanPJ, McElvaneyNG, CryanSA, GreeneCM (2012) Therapeutic modulation of miRNA for the treatment of proinflammatory lung diseases. Expert Rev Anti Infect Ther 10:359–368.2239756810.1586/eri.11.175

[12] WiemerEA (2007) The role of microRNAs in cancer: no small matter. Eur J Cancer 43:1529–1544.1753146910.1016/j.ejca.2007.04.002

[13] KandalamMM, BetaM, MaheswariUK, SwaminathanS, KrishnakumarS (2012) Oncogenic microRNA 17–92 cluster is regulated by epithelial cell adhesion molecule and could be a potential therapeutic target in retinoblastoma. Mol Vis 18:2279–2287.22969266PMC3436882

[14] HayashitaY, OsadaH, TatematsuY, YamadaH, YanagisawaK, et al (2005) A polycistronic microRNA cluster, miR-17-92, is overexpressed in human lung cancers and enhances cell proliferation. Cancer Res 65:9628–9632.1626698010.1158/0008-5472.CAN-05-2352

[15] MogilyanskyE, RigoutsosI (2013) The miR-17/92 cluster: a comprehensive update on its genomics, genetics, functions and increasingly important and numerous roles in health and disease. Cell Death Differ 20:1603–1614.2421293110.1038/cdd.2013.125PMC3824591

[16] DalgardCL, GonzalezM, deNiroJE, O'BrienJM (2009) Differential microRNA-34a expression and tumor suppressor function in retinoblastoma cells. Invest Ophthalmol Vis Sci 50:4542–4551.1944371710.1167/iovs.09-3520

[17] SreenivasanS, ThirumalaiK, DandaR, KrishnakumarS (2012) Effect of curcumin on miRNA expression in human Y79 retinoblastoma cells. Curr Eye Res 37:421–428.2251001010.3109/02713683.2011.647224

[18] MartinA, JonesA, BryarPJ, MetsM, WeinsteinJ, et al (2013) MicroRNAs-449a and -449b exhibit tumor suppressive effects in retinoblastoma. Biochem Biophys Res Commun 440:599–603.2412094810.1016/j.bbrc.2013.09.117

[19] BetaM, VenkatesanN, VasudevanM, VetrivelU, KhetanV, et al (2013) Identification and Insilico Analysis of Retinoblastoma Serum microRNA Profile and Gene Targets Towards Prediction of Novel Serum Biomarkers. Bioinform Biol Insights 7:21–34.2340011110.4137/BBI.S10501PMC3547501

[20] DelfinoKR, Rodriguez-ZasSL (2013) Transcription factor-microRNA-target gene networks associated with ovarian cancer survival and recurrence. PLoS One 8:e58608.2355490610.1371/journal.pone.0058608PMC3595291

[21] LagatieO, Van LoyT, TritsmansL, StuyverLJ (2014) Circulating human microRNAs are not linked to JC polyomavirus serology or urinary viral load in healthy subjects. Virol J 11:41.2458881110.1186/1743-422X-11-41PMC3945012

[22] YamashitaT, BudhuA, ForguesM, WangXW (2007) Activation of hepatic stem cell marker EpCAM by Wnt-beta-catenin signaling in hepatocellular carcinoma. Cancer Res 67:10831–10839.1800682810.1158/0008-5472.CAN-07-0908

[23] MaetzelD, DenzelS, MackB, CanisM, WentP, et al (2009) Nuclear signalling by tumour-associated antigen EpCAM. Nat Cell Biol 11:162–171.1913696610.1038/ncb1824

[24] JiJ, YamashitaT, BudhuA, ForguesM, JiaHL, et al (2009) Identification of microRNA-181 by genome-wide screening as a critical player in EpCAM-positive hepatic cancer stem cells. Hepatology 50:472–480.1958565410.1002/hep.22989PMC2721019

[25] JiJ, YamashitaT, WangXW (2011) Wnt/beta-catenin signaling activates microRNA-181 expression in hepatocellular carcinoma. Cell Biosci 1:4.2171158710.1186/2045-3701-1-4PMC3116242

[26] ConkriteK, SundbyM, MukaiS, ThomsonJM, MuD, et al (2011) miR-17∼92 cooperates with RB pathway mutations to promote retinoblastoma. Genes Dev 25:1734–1745.2181692210.1101/gad.17027411PMC3165937

[27] ZhaoJJ, YangJ, LinJ, YaoN, ZhuY, et al (2009) Identification of miRNAs associated with tumorigenesis of retinoblastoma by miRNA microarray analysis. Childs Nerv Syst 25:13–20.1881893310.1007/s00381-008-0701-x

[28] MuG, LiuH, ZhouF, XuX, JiangH, et al (2010) Correlation of overexpression of HMGA1 and HMGA2 with poor tumor differentiation, invasion, and proliferation associated with let-7 down-regulation in retinoblastomas. Hum Pathol 41:493–502.2000494110.1016/j.humpath.2009.08.022

[29] TheriaultBL, DimarasH, GallieBL, CorsonTW (2014) The genomic landscape of retinoblastoma: a review. Clin Experiment Ophthalmol 42:33–52.2443335610.1111/ceo.12132PMC3896868

[30] ColangeloT, FucciA, VotinoC, SabatinoL, PancioneM, et al (2013) MicroRNA-130b Promotes Tumor Development and Is Associated with Poor Prognosis in Colorectal Cancer. Neoplasia 15:1218–1231.2402743310.1593/neo.13998PMC3769887

[31] LaiKW, KohKX, LohM, TadaK, SubramaniamMM, et al (2010) MicroRNA-130b regulates the tumour suppressor RUNX3 in gastric cancer. Eur J Cancer 46:1456–1463.2017647510.1016/j.ejca.2010.01.036

[32] KimBH, HongSW, KimA, ChoiSH, YoonSO (2013) Prognostic implications for high expression of oncogenic microRNAs in advanced gastric carcinoma. J Surg Oncol 107:505–510.2299643310.1002/jso.23271

[33] WuX, WengL, LiX, GuoC, PalSK, et al (2012) Identification of a 4-microRNA signature for clear cell renal cell carcinoma metastasis and prognosis. PLoS One 7:e35661.2262395210.1371/journal.pone.0035661PMC3356334

[34] LiuL, NieJ, ChenL, DongG, DuX, et al (2013) The oncogenic role of microRNA-130a/301a/454 in human colorectal cancer via targeting Smad4 expression. PLoS One 8:e55532.2339358910.1371/journal.pone.0055532PMC3564758

[35] YangL, LiN, WangH, JiaX, WangX, et al (2012) Altered microRNA expression in cisplatin-resistant ovarian cancer cells and upregulation of miR-130a associated with MDR1/P-glycoprotein-mediated drug resistance. Oncol Rep 28:592–600.2261486910.3892/or.2012.1823

[36] Chevez-BarriosP, HurwitzMY, LouieK, MarcusKT, HolcombeVN, et al (2000) Metastatic and nonmetastatic models of retinoblastoma. Am J Pathol 157:1405–1412.1102184210.1016/S0002-9440(10)64653-6PMC1850157

[37] Van der WalJE, HermsenMA, GilleHJ, Schouten-Van MeeterenNY, MollAC, et al (2003) Comparative genomic hybridisation divides retinoblastomas into a high and a low level chromosomal instability group. J Clin Pathol 56:26–30.1249942810.1136/jcp.56.1.26PMC1769844

[38] Serena-LungarottiM, CalabroA, MariottiG, MastroiacovoPP, ProvenzanoS, et al (1979) Interstitial deletion 13q syndromes: a report on two unrelated patients. Hum Genet 52:269–274.53588710.1007/BF00278676

[39] RushlowDE, MolBM, KennettJY, YeeS, PajovicS, et al (2013) Characterisation of retinoblastomas without RB1 mutations: genomic, gene expression, and clinical studies. Lancet Oncol 14:327–334.2349871910.1016/S1470-2045(13)70045-7

[40] SinghalR, BardJE, NowakNJ, BuckMJ, KandelES (2013) FOXO1 regulates expression of a microRNA cluster on X chromosome. Aging (Albany NY) 5:347–356.2374816410.18632/aging.100558PMC3701110

[41] PinheiroI, DejagerL, LibertC (2011) X-chromosome-located microRNAs in immunity: might they explain male/female differences? The X chromosome-genomic context may affect X-located miRNAs and downstream signaling, thereby contributing to the enhanced immune response of females. Bioessays 33:791–802.2195356910.1002/bies.201100047

[42] LiC, KimSW, RaiD, BollaAR, AdhvaryuS, et al (2009) Copy number abnormalities, MYC activity, and the genetic fingerprint of normal B cells mechanistically define the microRNA profile of diffuse large B-cell lymphoma. Blood 113:6681–6690.1927895210.1182/blood-2009-01-202028PMC3401058

[43] BaderAG, BrownD, StoudemireJ, LammersP (2011) Developing therapeutic microRNAs for cancer. Gene Ther 18:1121–1126.2163339210.1038/gt.2011.79PMC3910432

How the deposited data were processed for this re-analysis (not part of the article)

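Total RNA of Y79 cells was hybridised by the authors to single-colour Agilent human miRNA arrays, 3 from untreated control cells and 3 from cells transfected with EpCAM siRNA, with the groups and replicate numbers taken from the sample labels. The deposited files of each array hold scanner intensity values, which the authors made with Agilent Feature Extraction, per the file headers with an additive spatial detrend as background and with no normalization between arrays. The total gene signal of a miRNA sums its probe signals over replicate spots, with undetected miRNAs at 0.1. The authors also deposited a table of log2 values, made in GeneSpring by log2 transformation and, by their methods, a shift of each array to its 90th percentile. In that table 272 of 887 lines could be matched to detected miRNAs by their values, within a tolerance of 0.001 log2, and 114 of the matched lines carry the name of another miRNA of the array, so the table was used, matched by value, only as an alternative.

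Of 887 human miRNAs, 272 were detected on at least 1 array and 176 on all 6. The lowest detected signal of an array was 1.28 to 1.73 and the highest 24069 to 32923. On the log2 scale, correlations between arrays of a group were 0.980 to 0.997, and between the groups 0.887 to 0.914. Probes and miRNAs were joined to S1 File, which gives the chromosome of each miRNA, by accession for 884 and by probe sequence for 3; positions are the probe sites of build hg19 in the array's annotation. Each array's signals were divided by a factor that brings its 90th percentile over the miRNAs detected on all arrays to a common value, raised to a floor of 1.0, the study's signal threshold, and log2 transformed. The methods name the 90th percentile without saying over which miRNAs it is taken.

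Differences are EpCAM siRNA minus control from limma 3.58.1 (lmFit and eBayes, two-sided) in R 4.3.3, over the 236 miRNAs detected on all 3 arrays of at least 1 group, with Benjamini-Hochberg adjustment and a threshold of 0.05. The study's criteria, the methods' t-test at an unadjusted p under 0.05 and a log2 difference of at least 0.8 either way, were applied to the same values. Lists of miRNAs with at least 2 tested members were tested with fry, statmod 1.5.0, which does not compare a list with other miRNAs, and with camera at a preset and an estimated correlation, adjusted over the 19 lists. Members were written from general knowledge, since the study's classification sheet was not at hand: 11 family lists, the miR-106b-25, Xp11 and 14q32 clusters, miRNAs enriched in retina and neurons, miRNAs induced by p53, markers of blood, of muscle and fibroblasts and of epithelium, and array entries matching fragments of other RNAs. Shares of called miRNAs on 5 chromosomes that the paper names were compared with the other tested miRNAs by Fisher's exact test. Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 were used for reading and plotting. No 2 arrays held identical values.

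The miRNAs named in the text follow a rule: every miRNA that the paper names and the array holds, the 10 largest differences each way among called miRNAs detected on all arrays whose groups do not overlap, the 8 largest bounds each way, and up to 4 tested members of each list with the smallest p. Tests, lists, alternatives and the rule were fixed before the scanner files were examined, except those marked as added later, but after S1 File, which holds signals and p-values of the same arrays, had been read, so they were not chosen blind to the data. On simulated data of the same size (20 simulations of 236 miRNAs), limma recovered 41.2% of changes of 0.4 log2, 75.2% of 0.8 and 91.5% of 1.6, 3.28% of calls were unchanged miRNAs, and fry called an unmoved list in 5% of the simulations. The simulated miRNAs varied independently, with as many rises as falls, no common shift, no scaling and no floor. The rates therefore need not hold for these arrays. The alternatives were other scalings (the 90th percentile over all miRNAs, the 75th percentile, the median, quantile normalization, none), other floors and filters, normexp background correction with an offset of 50, the deposited log2 table, a mean-variance trend, the methods' t-test with adjustment, a block for replicate number or slide row, and leaving out each array. Clinical records in the supplement were not used. The quantitative PCR, tumor, antagomir, western blot and caspase experiments have no deposited array data and were left out.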

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

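The tests of scaling and of an equal rise of background on the higher miRNAs were chosen after their results had been seen, and the control-probe scaling, the scaling within each group, the normexp correction without control array 3 and the GC correction were added after the data had been seen.

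35 miRNAs were detected on every EpCAM siRNA array and on no untreated control array. Among those that the paper's text does not name, the 3 with the largest bounds were miR-630, at least 51.5-fold higher, miR-663, at least 42.3-fold, and miR-1915, at least 19.0-fold. Their scaled signals in siRNA cells were 75.2 ± 15.1, 60.9 ± 1.40 and 27.7 ± 5.89 (SD, n = 3). Their differences stayed above 0 under each scaling tried. With the control arrays at the floor by the choice of these miRNAs, that was fixed in advance and is no support. After normexp correction, control array 3 included, miR-1915 was at −0.10 and miR-630 and miR-663 at 0.55 and 0.39, without a call.

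A control probe of the array, miRNABrightCorner30, also differed between the groups. Before scaling its signal was 192 ± 17.5 (SD, n = 3) on the control and 549.9 ± 72.2 (SD, n = 3) on the siRNA arrays, a log2 difference of 1.51, where the other detected control probes lay between −0.20 and 0.39. The cause was not tested.

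The first pattern is the 83 higher miRNAs, of which 34 were detected on no control array; their probes are richer in GC, with 59 of 101 tested miRNAs higher at a probe GC content of 55% and over, against 3 of 59 under 45%, and a median of 64.1% against 48.3% for the lower ones (two-sided permutation test, p = 1e-05, the smallest these permutations can give). Taking each array's trend with probe GC out left 58 of them higher and turned 11 lower, so the GC trend may account for part of the pattern. The 58 do not exclude a cause tied to GC for the rest. The correction removes only a smooth trend from floored values and also recentres each array. Over the 677 miRNAs detected on no control array, 615 of which no array detected, the median change per spot was −0.069 (quartiles −0.44 to 0.54), or −1.11% of the median rise of 6.23 in the higher ones among them. These are background-subtracted signals, and the subtraction itself removes an equal rise. They show only that no equal rise over dim spots was left in the signals, and do not test a rise of background before subtraction. The miRNAs detected on no array (−2.50% of that rise) decide nothing, since any that rose would have been detected, and a rise of dim signal in proportion to its size stays open. The scaling used lowered the median log2 difference of miRNAs detected on all arrays from −0.19 to −0.45, so it worked against higher calls. That all 83 stayed higher with no scaling was favoured by this direction and is no further test of it. Normexp correction without control array 3 kept 28 of them, and the bright control probe that rose on the siRNA arrays leaves a change in labelling or hybridisation open. An effect of EpCAM knockdown, of transfection or of 48 h in culture also stays open, since these differ together between the groups.

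The second pattern is the 105 lower miRNAs, 92 of them detected on all 6 arrays. Scaling within each group only, which puts no shift between the groups, left 63 of them lower, and with no scaling at all 26 stayed lower, so the shift accounts for part of the calls and may account for more where differences are small. Taking the GC trend out left 79 of them. A signal relative to other miRNAs does not show whether the abundant miRNAs fell or the total rose, and no measure of RNA amount per cell is in the files. A fall after EpCAM knockdown, transfection or 48 h stays open as untested.

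The third pattern is the 5 higher members of the imprinted cluster of 14q32. Of these only miR-494 was detected on all control arrays, so the rise of the others was largely fixed by the choice of tested miRNAs. Each of the 5 stayed higher after the GC correction; their median probe GC content was 57.2% against 50.7% for the other members (two-sided permutation test, p = 0.105), which does not show that the contents were alike. A rise of the whole cluster, as from its imprinting control, stays open: the mean rise per spot of the 61 members not tested was 0.104, or 0.577% of that of the higher members (18.0), but a member that rose enough would have been tested, so this value was fixed by the choice of members. After normexp correction the mean of the tested members was −0.36. A change in these miRNAs alone after knockdown, transfection or 48 h stays open as a hypothesis.

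Splitting the 6 arrays into 3 and 3 gives 10 splits, the real one included, too few for a share under 0.05. The real split gave 83 higher and 105 lower miRNAs by limma, and the highest of the other splits gave 0 and 0.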

How the results depend on the processing

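4 alternatives were added after the data had been seen: scaling to control probes, scaling within each group only, normexp correction without control array 3, and the GC correction. The last 3 were first run on every result and seen. They are given for the 4 counts, with 14, 9 and 17 of 19 lists called, and some of them for the patterns above and the overlap with the study's lists. The cause of a change was not tested except where named.

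By limma, the count of higher miRNAs was 83 and lay between 64 (quantile normalization) and 88 (75th percentile) under the other scalings, floors, tests and blocks set beforehand. Testing only miRNAs detected on all arrays, which leaves out dim miRNAs by construction, gave 43. The count of lower miRNAs was 105; it fell to 26 with no scaling, and lay between 76 and 114 under the other alternatives set beforehand, normexp apart. Leaving out 1 array gave 81 to 87 higher and 78 to 114 lower. By the methods' criteria the higher count was 77, with 50 after quantile normalization and 38 with only miRNAs detected on all arrays. The lower count, 28, moved most: 49 with the 90th percentile over all miRNAs, 16 with the 75th, 79 after quantile normalization, 7 with no scaling, and 19 to 44 with 1 array left out, highest without siRNA array 1 and lowest without siRNA array 3. Higher miRNAs made up 44.1% of the limma calls, and 76.6% with no scaling. The median log2 difference of the miRNAs detected on all arrays was −0.45, and −0.53 with the 90th percentile over all miRNAs, −0.33 with the 75th, −0.41 with the median, −0.19 with none and −0.25 with control probes.

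Normexp correction left 0 higher and 0 lower miRNAs by limma, 8 and 22 at an unadjusted p under 0.05, and 3 and 0 by the methods' criteria. After it the median log2 spot was 7.44 on control array 3 and 5.81 to 6.01 on the others. Without that array it gave 29 higher and 125 lower miRNAs, and 10 and 0 by the methods' criteria. Normexp also adds an offset of 50 to each spot, which flattens the differences of dim miRNAs. A sign reversed to below 0 therefore does not show a fall. With all arrays, normexp ended the calls of the lists miR-181 (mean log2 difference −0.61), miR-130 (−0.54), miR-320 (−0.45), guide strands of miR-30 (−0.57), miR-23 and miR-27 (−0.57), Xp11 (−0.52), retina and neurons (−0.54), blood (−0.64) and fragments of other RNAs (0.083), and reversed the means of the star strands of miR-30 (−0.60), miR-154 (−0.39), 14q32 (−0.36), p53 (−0.33) and muscle and fibroblasts (−0.59). Among named miRNAs it reversed miR-150* (−0.46), miR-125a-3p (−0.38), miR-520b (−0.54), miR-371-5p (−0.36), miR-127-3p (−0.51), miR-382 (−0.56), miR-485-3p (−0.47), miR-300 (−0.53), miR-494 (−0.017), miR-134 (−0.068), miR-22 (−0.58), miR-766 (−0.36), miR-877* (−0.13), miR-1915 (−0.10), miR-664* (−0.32), miR-328 (−0.39), miR-1224-5p (−0.43), miR-219-2-3p (−0.44), miR-30b* (−0.56), miR-30c-1* (−0.59), miR-34b (−0.45), miR-206 (−0.51) and miR-1280 (−0.26).

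With no scaling the calls ended of miR-17-92 (−0.44), miR-17 (−0.50), let-7 (−0.55), miR-130 (−0.33), miR-15 (−0.17), miR-320 (−0.20), guide strands of miR-30 (−0.17), miR-23 and miR-27 (−0.33), Xp11 (−0.45), miR-106b-25 (−0.33), retina and neurons (−0.32) and blood (−0.95), all with means still below 0. It brought 23.1% of the lower miRNAs to chromosome X, 19.2% to chromosome 9 and 8.24% of the higher ones to chromosome 14, each past the threshold, and reversed miR-34a (0.065), miR-424 (0.046) and miR-320c (0.19). Quantile normalization reversed the star strands of miR-30 (−0.58), p53 (−0.25) and muscle and fibroblasts (−0.44), all 3 then called lower, and miR-34a (0.27), miR-22 (−0.45), miR-16 (0.069), miR-320c (0.048) and miR-106b (0.049). The 90th percentile over all miRNAs reversed p53 (−0.020) and took chromosome 13 past the threshold with 8.85% of the lower miRNAs. The 75th percentile reversed miR-320c (0.050), and median scaling ended the miR-320 call (−0.42).

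The floor at 0.1 reversed muscle and fibroblasts (−0.35) and took chromosomes 13 (9.38%) and 14 (8.54%) past the threshold; the floor before scaling ended the call of the star strands of miR-30 (0.34). With only miRNAs detected on all arrays the calls of Xp11 (−0.060) and blood (−0.49) ended, with fewer members tested. With no filter, chromosomes 13 (9.21%) and 9 (10.5%) passed and chromosome 14 fell under the other miRNAs (7.79%), where the comparison covers all 887 miRNAs. The deposited log2 table reversed p53 (−0.029) and muscle and fibroblasts (−0.48) and took chromosomes 13 (8.82%) and 14 (8.54%) past the threshold. The intensity trend changed no direction or call among the lists and chromosomes and moved no count by over 1.5 times, nor did the adjusted methods' t-test.

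The replicate numbers do not pair the arrays: deviations from the group mean correlated between same-numbered arrays at −0.24, −0.074, −0.016 over 176 miRNAs, and other pairs reached 0.40. With the replicate block, limma gave 84 higher and 92 lower miRNAs, and the calls of miR-15 (−0.43), miR-320 (−0.46) and the guide strands of miR-30 (−0.43) ended with means unchanged, since each block holds 1 array of each group. The slide row as a block, with 1 siRNA array in the row of the controls, ended the calls of miR-15 (−0.21), guide strands of miR-30 (−0.24) and blood (−0.72), reversed muscle and fibroblasts (−0.10), miR-424 (0.60) and miR-142-3p (0.54), and took chromosomes 13 (9.88%) and 14 (8.24%) past the threshold.

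Leaving out 1 array at a time gave mean log2 differences of −0.54 to −0.35 for miR-15, whose call ended without control array 2 (−0.44) or siRNA array 2 (−0.37), −0.54 to −0.35 for miR-320, whose call ended without any control array, −0.52 to −0.34 for the guide strands of miR-30, whose call ended without control array 2, siRNA array 2 or siRNA array 3, −1.38 to −1.04 for blood, whose call ended without control array 1 (−1.06), siRNA array 2 (−1.04) or siRNA array 3 (−1.04), and −0.074 to 0.53 for muscle and fibroblasts, below 0 without control array 3 (−0.074) or siRNA array 2 (−0.059), and called lower without the latter. miR-424 ran from −0.62 to 0.059, above 0 without siRNA array 2 and called lower without siRNA array 1, and miR-320c from −0.19 to 0.087, above 0 without siRNA array 1. The other counts, lists and chromosome shares kept their direction and side of the threshold with each array left out. Among them, the p53 mean ran from 0.0072 without siRNA array 1 to 0.18 without siRNA array 2, without a call.

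Means do not change between set tests: with camera at the preset correlation the calls ended of miR-17-92 (−0.70), miR-181 (−0.74), miR-130 (−0.59), miR-15 (−0.43), miR-320 (−0.46), guide and star strands of miR-30 (−0.43 and 0.46), miR-154 (1.75), miR-23 and miR-27 (−0.59), Xp11 (−0.68), miR-106b-25 (−0.59), retina and neurons (−0.58) and blood (−1.17), and those of miR-17, let-7, 14q32 and fragments held. With the estimated correlation these 4 ended too (−0.76, −0.81, 2.31 and 0.95). Scaling to control probes gave 92 higher and 82 lower miRNAs and 11 lower by the methods' criteria, ended the miR-320 call (−0.26), called p53 higher (0.26) and reversed miR-34a (0.0090) and miR-320c (0.14). Scaling within each group gave 93 higher and 63 lower, and 8 lower by the methods' criteria. The GC correction gave 65 higher and 102 lower, and 50 and 56 by the methods' criteria.

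By fry, the lists miR-17-92, miR-17, let-7 and miR-106b-25 kept their call under 21 of 22 refits (no scaling apart), and miR-181 and fragments under 21 of 22 (normexp apart). The lists called by fry numbered 17 and the highest of the other splits of the arrays gave 0; the methods' criteria gave 77 higher and 28 lower, and the highest other splits 2 and 2. The 10 splits are too few for a share under 0.05. Signal over background limits the lower bounds: 615 of 887 miRNAs were detected on no array, and the lowest detected signals lie just above the floor.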

Differences from the paper's values

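Control-probe scaling was chosen after the data had been seen; the other settings named here were set before.

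For miR-181d the paper's log2 fold change is −0.57, and the value here is −0.45. Of the alternatives set before the scanner files were examined, it lies within the replicate SD of the paper's with the 90th percentile over all miRNAs (−0.53), normexp correction (−0.63), the deposited log2 table (−0.54) and the slide row as a block (−0.55), and not with the 75th percentile, the median, quantile normalization, no scaling, either other floor, either other filter, the intensity trend, the methods' t-test, the replicate block or any array left out.

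For miR-130a the paper's log2 fold change is −0.63, and the value here is −0.52. It lies within the replicate SD of the paper's with the 90th percentile over all miRNAs (−0.60), the deposited log2 table (−0.60), the slide row as a block (−0.54), without control array 1 (−0.57) and without siRNA array 2 (−0.55), and not under the other alternatives set before the scanner files were examined: the 75th percentile, the median, quantile normalization, no scaling, either other floor, either other filter, normexp correction, the intensity trend, the methods' t-test, the replicate block, and each of the other 4 arrays left out.

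For the share of down regulated miRNAs on chromosome X the paper's value is 20%, and by the methods' criteria it is 32.1% here. It is within 1.5 times of the paper's with the 90th percentile over all miRNAs (24.5%), the median (28.6%), quantile normalization (20.3%), the deposited log2 table (23.8%), the replicate block (29.2%), the slide row as a block (18.5%) and each array left out (18.2 to 26.3%), and not with the 75th percentile (31.2%), no scaling (42.9%), the floor at 0.1 (30.8%) or before scaling, only miRNAs detected on all arrays (31.8%), no filter, the intensity trend (30.6%) or the methods' t-test after adjustment (34.6%). Normexp correction gives no lower miRNA and so no share.

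For miR-181c the paper's log2 fold change is −5.03, while here it is a nominal lower bound of at least 2.12-fold. The fitted value reaches −5.03 in the deposited log2 table and −4.79 with the floor at 0.1. With that floor undetected signals stay at the value the scanner files give them.

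The paper describes the miR-30 family as up regulated. Of its 7 tested strands, 2 star strands, miR-30b* and miR-30c-1*, were higher, miR-30e* and 3 guide strands were lower, and 1 was not called. The paper lists miR-300 as up regulated, and here it was detected on the siRNA arrays only and not called; it was called higher with no scaling (1.49), with the floor at 0.1 (4.53), in the deposited log2 table (4.46), with the replicate block (1.36), with the slide row as a block (2.72), without siRNA array 1 (0.64) and, chosen after the values were seen, with control-probe scaling (1.46). Of the 6 miRNAs the paper names on chromosome 14, miR-134, miR-382, miR-494 and miR-485 (miR-485-3p, at least 6.32-fold) were higher here. For the star strand of miR-127, which the text names, the array's miR-127-5p was detected on no array, while miR-127-3p, which a legend names, was at least 3.77-fold higher. A legend places miR-10 on chromosome 1, where the array's annotation places miR-10a on chromosome 17 and miR-10b on chromosome 2, and both were detected on no array.

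Of the study's down regulated miRNAs, 14 did not meet the methods' criteria here, among them miR-93, miR-532-5p, miR-18b, miR-20a, miR-19b and let-7d, all of them called lower by limma; of its up regulated ones, miR-609 and miR-300 did not.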

Other observations

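The tests of scaling and of an equal rise of background and the 4 alternatives named above were chosen after the results had been seen; the lists given here were written before the scanner files were examined.

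Of 8 tested miRNAs enriched in retina and neurons, 6 were lower and none was higher in EpCAM siRNA cells (the same counts when adjusted over the list alone). Their mean log2 difference was −0.58 (fry, adjusted p = 0.00124, and camera, adjusted p = 0.435 with an estimated correlation). Their median was −0.46, near the −0.45 of all 176 miRNAs detected on all 6 arrays, of which 92 were lower. A fall particular to this list is therefore not shown. miR-124 went from 1810.3 ± 65.6 (SD, n = 3) to 1341 ± 52.7 (SD, n = 3), a log2 difference of −0.43, which lost its call with no scaling (−0.17), quantile normalization (−0.20) and control-probe scaling (−0.23). miR-9* had a difference of −0.43 and miR-128 of −0.60, and neither was called with no scaling (−0.18 and −0.34). The difference of miR-182 was −1.07, and its call ended without any control array (−1.11, −1.09 and −1.01), siRNA array 2 (−0.87) or siRNA array 3 (−0.84). The list's call ended with no scaling (−0.32) and after normexp correction (−0.54).

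miRNAs induced by p53 did not move together: of 6 tested, miR-34b was higher (0.92, but −0.45 after normexp), miR-192 was lower (−0.55, without a call with no scaling), and miR-34a (−0.19, above 0 with no scaling, quantile normalization and control probes) was not called. Their mean log2 difference was 0.060 (fry, adjusted p = 0.923; adjusted p = 0.974 with an estimated correlation). The list was called in opposite directions under other scalings, lower after quantile normalization (−0.25) and higher with control probes (0.26), and its mean was also below 0, without a call, with the 90th percentile over all miRNAs (−0.020), in the deposited log2 table (−0.029) and after normexp (−0.33).

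In the miR-106b-25 cluster of chromosome 7, which resembles miR-17-92 in sequence, all 3 tested members fell (the same count when adjusted over the list alone): miR-106b from 925 ± 44.9 (SD, n = 3) to 646 ± 36.0 (SD, n = 3), a log2 difference of −0.52 that was 0.049 after quantile normalization, and miR-25 by a difference of −0.56. The cluster's mean was −0.59 (fry, adjusted p = 0.000958; adjusted p = 0.459 with an estimated correlation), and its call ended with no scaling (−0.33).

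Markers of other cell types were mostly undetected. Of 10 blood markers 3 were tested, and 1, miR-142-5p, was lower, with a mean of −1.17, or −1.03 with that miRNA at its bound (fry, adjusted p = 0.0184; adjusted p = 0.585 with an estimated correlation); the call ended without control array 1 (−1.06), siRNA array 2 (−1.04) or siRNA array 3 (−1.04), with no scaling (−0.95), with only miRNAs detected on all arrays (−0.49), after normexp (−0.64) and with the slide row as a block (−0.72). Of 9 muscle and fibroblast markers 2 were tested, miR-206 (1.88) and miR-1 (−1.39), and their mean was 0.25 (fry, adjusted p = 0.923; adjusted p = 0.974 with an estimated correlation). The mean turned below 0 and was called lower after quantile normalization (−0.44) and without siRNA array 2 (−0.059); without a call it was below 0 without control array 3 (−0.074), with the floor at 0.1 (−0.35), in the deposited log2 table (−0.48), after normexp (−0.59) and with the slide row as a block (−0.10). Both lie near the floor, and with the floor at 0.1 neither was called (2.88 and −3.59): the call of miR-206 ended without control array 2 (2.04) or any siRNA array (1.95, 1.77 and 1.91), and that of miR-1 without any control array (−1.35, −1.52 and −1.36), siRNA array 1 (−1.10) or siRNA array 3 (−1.12). Of 7 epithelial markers, 1 was detected on all arrays of a group: miR-141, with a signal of 3.25 ± 0.207 (SD, n = 3) in control cells, detected on 1 siRNA array, a log2 difference of −1.19 (adjusted p = 0.0415 from limma) whose call ended with the floor at 0.1 (−3.38), with no scaling (−0.99) and without any control array, siRNA array 2 or siRNA array 3 (−1.28 to −0.88).

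Across the 236 tested miRNAs, which are not independent replicates, the GC content of the probe and the log2 difference had a Spearman rho of 0.54, and 0.51 over those detected on all 6 arrays; no p was computed for these.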
